# Overlapping and differential functions of ATF6α versus ATF6β in the mouse heart

**DOI:** 10.1038/s41598-019-39515-5

**Published:** 2019-02-14

**Authors:** Robert N. Correll, Kelly M. Grimes, Vikram Prasad, Jeffrey M. Lynch, Hadi Khalil, Jeffery D. Molkentin

## Abstract

Hemodynamic stress on the mammalian heart results in compensatory hypertrophy and activation of the unfolded protein response through activating transcription factor 6α (ATF6α) in cardiac myocytes, but the roles of ATF6α or the related transcription factor ATF6β in regulating this hypertrophic response are not well-understood. Here we examined the effects of loss of ATF6α or ATF6β on the cardiac response to pressure overload. Mice gene-deleted for *Atf6* or *Atf6b* were subjected to 2 weeks of transverse aortic constriction, and each showed a significant reduction in hypertrophy with reduced expression of endoplasmic reticulum (ER) stress-associated proteins compared with controls. However, with long-term pressure overload both *Atf6* and *Atf6b* null mice showed enhanced decompensation typified by increased heart weight, pulmonary edema and reduced function compared to control mice. Our subsequent studies using cardiac-specific transgenic mice expressing the transcriptionally active N-terminus of ATF6α or ATF6β revealed that these factors control overlapping gene expression networks that include numerous ER protein chaperones and ER associated degradation components. This work reveals previously unappreciated roles for ATF6α and ATF6β in regulating the pressure overload induced cardiac hypertrophic response and in controlling the expression of genes that condition the ER during hemodynamic stress.

## Introduction

Hemodynamic stress, such as that caused by chronic hypertension or aortic stenosis leads to activation of signaling pathways such as calcineurin/nuclear factor of activated T-cells and calcium-calmodulin-dependent protein kinase II that result in hypertrophy of the heart^1^. This growth initially serves as an adaptive response that allows for the maintenance of cardiac output but if the stress is prolonged the heart can decompensate leading to failure and death. It has been previously demonstrated that cardiac hypertrophy occurs simultaneously with activation of the unfolded protein response (UPR)^2,3^ in the endoplasmic reticulum (ER), a distinct set of signaling pathways designed to upregulate the protein folding and secretory capacity of cells during periods of stress^4^. The impetus for activation of UPR signaling in the hypertrophic heart is unclear, but is likely due to both stress-dependent dysregulation of the ER microenvironment required for proper protein folding as well as increased demand for total protein production in general.

UPR signaling is primarily initiated by three canonical ER resident effector proteins, protein kinase R (PKR)-like endoplasmic reticulum kinase (PERK), inositol-requiring enzyme 1 (IRE1), and activating transcription factor 6α (ATF6α)^4^. Accumulation of misfolded proteins results in trafficking of ATF6α (encoded by the *Atf6* gene) to the Golgi where it undergoes sequential cleavage by specific proteases, releasing an N-terminal portion that translocates to the nucleus where it activates expression of many ER protein chaperones, proteins involved in ER-associated protein degradation (ERAD) and other ER stress-inducible proteins^5,6^. Our previous work has demonstrated that ATF6α trafficking to the Golgi requires thrombospondin-4 (Thbs4) binding to the C-terminus^2^. Overexpression of Thbs4 drives activation of ATF6α even in the absence of ER stress, and transgenic mice with cardiac-restricted expression of Thbs4 are protected after myocardial infarction (MI)^2^. Indeed, ATF6α is broadly protective to the heart as shown with an *ex vivo* ischemia/reperfusion (I/R)^7^ model and in response to myocardial infarction (MI) injury *in vivo*^8^. More recently mice lacking the *Atf6* gene showed increased cardiac damage upon I/R injury^9^, although the role of the related gene *Atf6b* (encodes ATF6β protein) in the heart is less well understood.

While ATF6α signaling appears to play an important role in cellular protection following acute MI or I/R injury, less is known about its role in regulating hypertrophy and compensation^1^. However, previous results have shown that ATF6α and UPR signaling are activated after pressure overload hypertrophy and that mice lacking the *Thbs4* gene cannot activate ATF6α in response to pressure overload, which coincides with increased mortality in that model^2^.

Here we show that gene-deleted mice lacking either *Atf6* or *Atf6b* have significantly reduced hypertrophy after 2 weeks of pressure overload stimulation with reduced expression of some ER stress-associated proteins. Moreover, *Atf6* or *Atf6b* null mice, and *Atf6*^+/−^ *Atf6b*^+/−^ double heterozygous targeted mice each showed accelerated decompensation and heart failure after long-term (8 week) pressure overload stimulation. Microarray studies using cardiac-specific transgenic mice expressing the transcriptionally-active ATF6α or ATF6β N-terminus revealed partially-overlapping gene expression programs including ER protein chaperones and ERAD components. These data suggest that the increased demand on protein production and folding machinery associated with the hypertrophic response equally requires ATF6α and ATF6β signaling and we hypothesize that failure to activate these effectors compromises ER protein production resulting in heart failure.

## Results

We previously demonstrated that mice lacking *Thbs4*, which is required for proper ATF6α activation in the heart, showed increased mortality after transverse aortic constriction (TAC) surgery^2^. To examine the interplay between Thbs4 and ATF6α during pressure overload, we obtained gene-deleted mice lacking *Atf6* or *Atf6b*^10^ (ATF6β protein did not interact with Thbs4^2^) and crossed them with our previously-described cardiac-specific transgenic mice expressing Thbs4^2^ through an inducible tet transactivator (tTA) transgenic system. These mice were subjected to 2 weeks of pressure overload produced by TAC surgery, although our results showed that Thbs4 overexpression did not alter this TAC-induced hypertrophic response in either the *Atf6* or *Atf6b* null backgrounds (Fig. S1). Unexpectedly, we observed that eliminating the *Atf6* or *Atf6b* genes resulted in a significant reduction in cardiac hypertrophy (Figs 1a and S1a) but function was not affected over this relatively short 2 week time period (Fig. 1b). Although our previous studies show that the tTA transgene (expressed in the *Atf6*^−/−^ or *Atf6b*^−/−^ background) has no appreciable effect on cardiac structure-function, we repeated our entire study in a pure *C57BL/6* background that is more sensitive to TAC^11^, and without the Thbs4 or tTA control transgenes to eliminate these variables (Fig. 1c,d). Notably, wildtype (Wt) mice in the pure *C57BL/6* background demonstrated a significant decrease in fractional shortening after TAC, as opposed to those mice in the mixed *FVB/N* background (Fig. 1d), agreeing with previous experiments that suggest the *C57BL/6* strain is more sensitive to pressure overload^11^. These data again showed a similar significant reduction in cardiac hypertrophy in *Atf6*^−/−^ or *Atf6b*^−/−^ mice following 2 weeks of pressure overload hypertrophy without enhanced decompensation compared with Wt controls (Fig. 1c,d).

**Figure 1:**
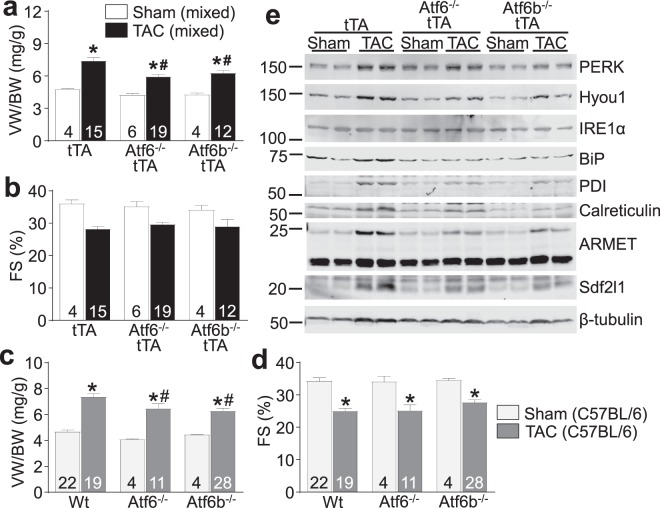
Mice lacking ATF6α or ATF6β protein have reduced hypertrophy after short-term pressure overload. (**a**) Gravimetric measurement of ventricle weight normalized to body weight (VW/BW) and (**b**) echocardiographic measurement of fractional shortening percentage (FS%) from *Atf6*^−/−^, *Atf6b*^−/−^, or control mice all also expressing the tTA transgene after 2 weeks of TAC or a sham surgery. (**c**) Gravimetric measurement of VW/BW and (**d**), echocardiographic measurement of FS% from *Atf6*^−/−^, *Atf6b*^−/−^, or control mice in a pure *C57BL/6* background without the tTA transgene after 2 weeks of TAC or a sham surgery. For each experiment, number of mice analyzed is given within the graph. *P < 0.05 versus sham of same genotype; ^#^P < 0.05 vs Wt TAC for TAC comparisons only (Newman-Keuls multiple comparisons test). (**e**) Immunoblots of ER stress-associated proteins from heart homogenates of Atf6^−/−^, Atf6b^−/−^, or control mice all also expressing tTA after 2 weeks of TAC.

Examination of protein extracts from the hearts of mixed background mice after TAC revealed a trend towards increased expression of many ER stress-activated proteins and chaperones such as binding immunoglobulin protein (BiP), calreticulin, hypoxia up-regulated protein 1 (Hyou1), arginine-rich, mutated in early-stage tumors (ARMET), protein disulfide isomerase (PDI), stromal cell derived factor 2 like 1 (Sdf2l1), as previously described by us^2^, and gene-deleted mice lacking *Atf6* or *Atf6b* showed a trend towards reduced expression of some of these ER stress responsive proteins (Fig. 1e). In order to better quantify the reduction in ER stress protein expression after loss of *Atf6* or *Atf6b* (due to the small sample size and mixed background in Fig. 1e), we repeated our immunoblotting experiments using samples from the pure *C57BL/6* strain background after TAC (Fig. S2) and quantified them (Fig. S3). The results showed significant post-TAC inhibition of calreticulin expression with deletion of either *Atf6* or *Atf6b*, significant reductions in expression of PDI and ARMET with deletion of *Atf6b*, and a trend towards reduced expression of Hyou1 with deletion of *Atf6b*. However, qPCR analysis of mRNA levels for cardiac fetal gene program markers showed activation across these 3 groups of mice (Table S1).

We also hypothesized that the reduction in cardiac hypertrophy over 2 weeks due to a presumed alteration or reduction in ER protein production associated with the *Atf6* or *Atf6b* null backgrounds might render these hearts more susceptible to heart failure with chronic hypertrophic stimulation. Indeed, here we observed that after 8 weeks of TAC-induced pressure overload stimulation *Atf6*^−/−^ and *Atf6b*^−/−^ mice each showed greater heart weights, enhanced pulmonary edema and a more precipitous loss of function as assessed by echocardiography, compared with Wt controls (Fig. 2a–c). A limitation of this study is that the Wt TAC treatments did not show a significant increase in VW/BW ratio by one-way ANOVA. However, this is likely due to the Newman-Keuls post-hoc test we used, as an analysis using Student’s t-test showed that Wt TAC VW/BW ratio was significantly greater (p < 0.0001) than Wt control VW/BW ratio. We also attempted to generate *Aft6* x *Atf6b* double gene-deleted mice, or 3 of 4 allele combinatorial targeted mice, but all such mice were embryonic lethal, suggesting that these 2 genes play overlapping roles during development. However, we were able to generate double heterozygous mice (*Atf6*^+/−^ *Atf6b*^+/−^) and they showed the same increased propensity to heart failure as either single null line after 8 weeks of TAC (Fig. 2a–c). Such results suggest that the total level of “ATF6” protein is important in maintaining ER homeostasis in response to hypertrophic stress and that both genes appear to function in a redundant manner in the heart. Fibrotic remodeling was only significantly increased in the *Atf6*^−/−^ hearts after 8 weeks of TAC (Fig. S4a) and there was no difference in overall apoptosis rates as quantified by TUNEL in heart histological sections subjected to cardiac troponin T co-staining to enrich for cardiomyocyte scoring (Fig. S4b). Width of the myocytes as measured by minimum Feret’s diameter^12^ was increased after 8 weeks of TAC but it did not vary between genotypes (Fig. 2d,e). Given the heart failure phenotype and the significantly greater heart weights in the gene-targeted groups compared to the Wt controls, we hypothesize that the worsening phenotype with gene targeting of *Atf6* or *Atf6b* is due to greater myocyte lengthening since a modified measure of cross-sectional area was unchanged.

**Figure 2:**
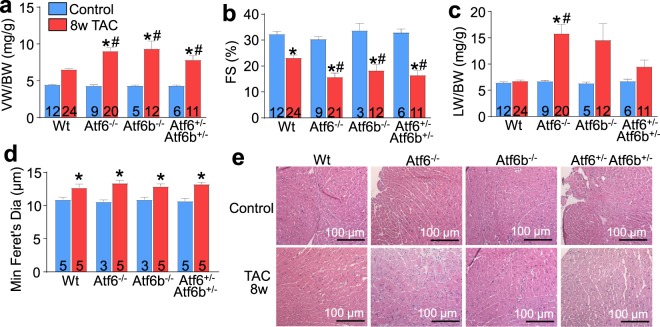
Mice lacking ATF6α or ATF6β protein, or double heterozygous mice have accelerated decompensation and failure after long-term pressure overload. (**a**) Gravimetric measurement of VW/BW (**b**), echocardiographic measurement of fractional shortening percentage (FS%) and (**c**), gravimetric measurements of lung weight normalized to body weight (LW/BW) from *Atf6*^−/−^, *Atf6b*^−/−^, *Atf6*^+/−^ *Atf6b*^+/−^, or control mice after 8 weeks of TAC. (**d**) Histological analysis of myocyte size using minimum Feret’s diameter from (**e**), H&E stained heart sections taken from *Atf6*^−/−^, *Atf6b*^−/−^, *Atf6*^+/−^ *Atf6b*^+/−^, or control mice after 8 weeks of TAC. Number of mice analysed is shown in the bars of each panel. The histology myocyte area measurements were taken from at least 4 separate sections from each of the mice shown in the panel. ^*^P < 0.05 versus control of same genotype; ^#^P < 0.05 vs Wt TAC for TAC comparisons only (Newman-Keuls multiple comparisons test).

We found it surprising that ATF6β, which was previously described as having only weak transcriptional activity compared with ATF6α^13–15^, was equally important in facilitating acute pressure overload-induced hypertrophy, inducing expression of ER stress-associated proteins and in maintaining cardiac function after long-term TAC. We hypothesized, therefore, that ATF6β controlled a similar subset of genes whose expression is activated by UPR signaling in the heart like ATF6α. To examine the targets controlled by these 2 transcription factors in the heart we created doxycycline (DOX)-repressible cardiac-specific transgenic mice expressing the transcriptionally-active N-termini of either ATF6α (dubbed ATF6α constitutively-nuclear, ATF6α-cn), or ATF6β (similarly dubbed ATF6β-cn) (Fig. 3a). This system requires accessory tTA protein expression associated with a second cardiac-specific transgene that binds the tetracycline operator (TetO) in the promoter of the first transgene. Constitutive ATF6α-cn expressing mice (no DOX) were normal as young adults by echocardiography and gravimetric analysis; however ATF6β-cn mice did not survive to weaning. To circumvent this issue, ATF6α-cn and ATF6β-cn mice were raised on DOX food to repress expression of the transgene until adulthood. At 8 weeks of age (4 weeks after removal of DOX) each line was shown to have increased expression of *Atf6* or *Atf6b* message (Table S2) and when examined by echocardiographic and gravimetric analysis, each was found to be overtly normal (data not shown). 

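On arrays of ventricular RNA from mice of this age, 2 mice per group, Atf6b was 69.8-fold higher in ATF6β-cn hearts than in hearts that carried only the tTA driver (control). Its log2 signal was 8.68 ± 0.07 (SD, n = 2 arrays) in control, 8.92 ± 0.38 (SD, n = 2) in ATF6α-cn and 14.80 ± 0.01 (SD, n = 2) in ATF6β-cn. The log2 fold change in ATF6β-cn was 6.12 (standard error 0.24, adjusted p = 4.70e-05 from limma), and that in ATF6α-cn was 0.24 (adjusted p = 0.800 from limma). Atf6 had a log2 signal of 13.07 ± 0.04 (SD, n = 2) in control, 12.88 ± 0.26 (SD, n = 2) in ATF6α-cn and 12.10 ± 0.22 (SD, n = 2) in ATF6β-cn. Its log2 fold change in ATF6α-cn was −0.18 (95% interval −0.72 to 0.35, adjusted p = 0.850 from limma), so that a rise of Atf6 signal was not detected in this line. In ATF6β-cn the Atf6 signal had a log2 fold change of −0.97 (adjusted p = 0.110 from limma), lower on both arrays than on both control arrays. The ATF6α-cn transgene stops at residue 364 and the ATF6β-cn transgene at residue 388, and the sources used here do not say which part of each message the probes match. A probe set outside the transgene part would not read the transgene.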

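The arrays measured ventricular RNA of 6 mice, 2 per group, all 8 weeks old and 4 weeks without DOX. Control mice carried the αMHC-tTA driver alone, and the other groups carried it together with the ATF6α-cn or the ATF6β-cn transgene. Each RNA was labelled with biotin by a 3' in vitro transcription kit for small amounts and put on its own array, and the labels call the mice of a group biological replicates. The deposited values are log2 signals, 1 per transcript cluster (the platform's unit for a gene), which the authors normalized between arrays. The submitters' processing notes name Affymetrix Expression Console, and its version, background correction and summary method are not given in the sources used here. Of 28846 probe sets, 6640 are controls and were left out, and 22206 transcript clusters were tested, of which 836 match several genes and 3 have no gene symbol. The median log2 signal lay between 5.58 and 5.64 on the 6 arrays, and the arrays of a group correlated at 0.990 (control), 0.990 (ATF6α-cn) and 0.991 (ATF6β-cn). Groups were compared with limma on the log2 signals, with all 6 arrays in 1 fit and p adjusted over all clusters by the Benjamini-Hochberg method. A gene is called changed at an adjusted p under 0.05, and up at least 2-fold where its log2 fold change is also at least 1. The gene lists, the comparisons and the rule for naming genes were fixed before the data were examined. The number of arrays limits the precision: an exact permutation test of 2 against 2 arrays cannot give a p below 0.333, and the calls rest on a spread that limma pools over genes and groups (8.63 degrees of freedom). In simulated data with known changes, every cluster changed by a log2 fold of 2 or 4 was called, while 54% of those changed by 1 were called in the comparison of ATF6α-cn with control and 52% in that of ATF6β-cn with control. These cannot be taken as the rates in the data, where the smallest log2 fold change called up was 1.72 in ATF6α-cn and 1.14 in ATF6β-cn. Of 220 clusters up at least 2-fold by fold alone in ATF6α-cn, 21 were called, so a gene not called is not shown to be unchanged. Clusters with a log2 signal under 5.03, the 95th percentile of 1410 olfactory and vomeronasal receptor genes, were taken as not told from background, so a fold that starts below this level has an uncertain size. The median of the negative control probe sets ran from 5.02 on control replicate 2 to 5.48 on ATF6α-cn replicate 2, so a signal a little above 5.03 can still be background.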

Hearts from these mice were subjected to global gene array analysis using the Clariom S microarray platform. 

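Set directly against each other on the arrays, the lines differed in 60 transcript clusters at an adjusted p under 0.05 from limma, 49 higher and 11 lower in ATF6β-cn. Among those higher in ATF6β-cn were Hsbp1l1, related to heat shock factor binding protein 1, by a log2 difference of 5.14 (standard error 0.31, adjusted p = 2.72e-04 from limma), Pak3, a p21-activated kinase, by 4.70, Cd24a, a surface glycoprotein, by 4.28, and Pdk3, a kinase that inhibits pyruvate dehydrogenase, by 3.93. Among those lower in ATF6β-cn were Slc24a5, a cation exchanger, at −6.14 (adjusted p = 4.13e-05 from limma), Derl3, a Derlin of ERAD, at −3.95 (adjusted p = 2.72e-04 from limma), and Ddc, which makes dopamine and serotonin, at −2.20. Of the 49, 47 were also up against control in ATF6β-cn, and of the 11, 3 were up in ATF6α-cn and 6 were down in ATF6β-cn against control. In the control arrays Pak3, Pdk3, Slc24a5 and Derl3 lay below the level told from background. The COPII list, the coat of vesicles that leave the ER, had a positive difference in 18 of 19 genes with a median of 0.37 in favour of ATF6β-cn (adjusted p = 1.40e-05 by camera of limma at a preset correlation of 0.01, and adjusted p = 0.411 with an estimated correlation). None of its genes passed singly, 4 when adjusted over the list alone. Atf6b differed by 5.89, but Atf6 and Atf6b are read by different probes, so their signals do not give the ratio of the transgene levels. Whichever 1 array was left out, 6 of the 49 (Atf6b, Cd24a, Hsbp1l1, Pak3, Pcp4 and Pdk3) and 2 of the 11 (Derl3 and Slc24a5) still passed; the 60 calls became 36 without either control array or without ATF6α-cn replicate 1, 12 without ATF6α-cn replicate 2, 17 without ATF6β-cn replicate 1 and 9 without ATF6β-cn replicate 2. They became 38 after quantile normalization, 93 without dim probe sets and 257 with a trend in the variance and a robust fit.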

Because expression levels of ATF6α-cn and ATF6β-cn were not equal, a direct comparison between the two transcription factors was not possible (and probably would still not be possible even if levels were equal, due to differences in protein stability^13,14^). However, it was clear that a subset of genes upregulated at least 2-fold by ATF6α-cn or ATF6β-cn fell into overlapping sets of gene ontology (GO) categories (Fig. 3b). 

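In ATF6α-cn ventricles 21 transcript clusters rose at least 2-fold against control, and in ATF6β-cn ventricles 176 did, at an adjusted p under 0.05 from limma. The lists share 17 clusters, 11 of them genes of the ER lists with a cluster of their own and 2 in clusters that an ER gene shares with another gene, and the 17 include the ER folding factors Sdf2l1 (log2 fold change 4.89 in ATF6α-cn and 6.97 in ATF6β-cn, standard error 0.33 for each), Hyou1 (4.10 and 3.80) and Creld2 (2.89 and 2.48). A cluster shared by Pdia4, a disulfide isomerase, and Mir704 rose by 5.27 and 3.65, and one shared by Manf (ARMET) and Rbm15b by 4.83 and 4.80. The ER cochaperones Dnajb11 and Dnajc3 rose by 1.86 and 1.82 in ATF6α-cn and by 1.97 and 2.06 in ATF6β-cn. The other 4 shared genes, outside the ER lists, were Far1, a reductase that makes fatty alcohols for ether lipids (log2 fold change 4.13 and 4.39), Nde1, a partner of dynein (2.65 and 3.11), Ints3, a subunit of the Integrator complex (2.50 and 2.39), and Appl1, an endosomal adaptor (2.05 and 1.30); Dnajb11, Dnajc3, Ints3 and Appl1 were singled out after their values were seen. All 17 were higher on both arrays of each line than on both control arrays, as were all 21 and all 176 in their own line, so this adds no support. No cluster fell in ATF6α-cn by limma (995 lower at an unadjusted p under 0.05), nor by the authors' deposited p adjusted here, and 2 did with a trend in the variance and a robust fit. Independent lists of these sizes would share 0.166 clusters (Fisher's exact test, one-sided p = 5.07e-33), and 100 simulations of unchanged groups against the same control arrays gave a mean of 0.03 and at most 1. The 2 control arrays are too few to split, so part of the excess may come from the shared controls. Part may also come from a shift common to the transgenic arrays, which the simulations do not hold. By fold alone, with no p, 220 clusters were at least 2-fold up in ATF6α-cn, 444 in ATF6β-cn and 100 in both, against 4.40 for independent lists and a simulated mean of 2.95 (at most 8). GO categories were not analysed here. Of 938 Reactome pathways, 1 passed for the 8 shared genes with an annotation, the binding and uptake of ligands by scavenger receptors, through Calr, Hsp90b1 and Hyou1 (3 of its 45 genes, adjusted p = 0.0152 by a one-sided Fisher's exact test); by fold alone 2 passed, the calnexin and calreticulin cycle and the glycan trimming that includes it, each through Calr, Pdia3 and Uggt1. Whichever 1 array was left out, 8 of the 21, 31 of the 176 and 5 of the 17 still passed: without control replicate 1 the counts were 10, 69 and 7, without control replicate 2 13, 45 and 10, without ATF6α-cn replicate 1 10, 146 and 8, without ATF6α-cn replicate 2 9, 146 and 7, without ATF6β-cn replicate 1 13, 41 and 8, and without ATF6β-cn replicate 2 13, 41 and 6.

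**Figure D1:**
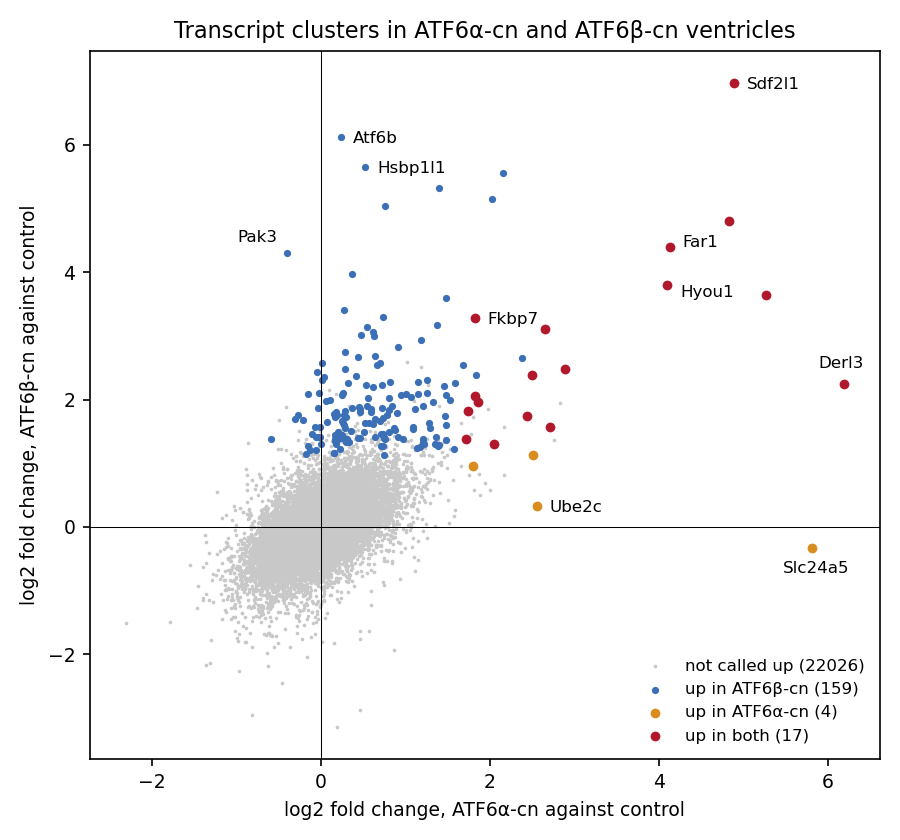
Log2 fold change of each transcript cluster in ATF6α-cn (x axis) and in ATF6β-cn (y axis) against the same 2 control arrays. Red points are the 17 clusters up at least 2-fold in both lines, orange the 4 up in ATF6α-cn alone, blue the 159 up in ATF6β-cn alone and grey the 22026 not called up; Sdf2l1 lies at 4.89 and 6.97.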

From these shared data groups we extracted many of the upregulated genes, which included a variety of ER protein chaperones, ER stress-associated genes, and genes involved in ERAD, and confirmed their upregulation via qPCR (Table S2) or by immunoblotting for ER stress proteins such as Uggt1, PERK, Hyou1, IRE1, Heat shock protein 90b1 (Hsp90b1), BiP, calreticulin, Herpud1, elongation initiation factor 2α (eIF2α) or ARMET from ATF6α-cn and ATF6β-cn transgenic ventricular tissue (Fig. 3c and quantified in Fig. S5).

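Of 26 measured ER chaperones and cochaperones, 9 rose in ATF6α-cn and 11 in ATF6β-cn at an adjusted p under 0.05 from limma (11 and 17 when adjusted over the list alone), and none fell. Hsp90b1, the ER form of HSP90, rose by a log2 fold change of 2.71 in ATF6α-cn (adjusted p = 0.00276 from limma) and 1.56 in ATF6β-cn (adjusted p = 0.0178 from limma). Hspa5, which encodes BiP, rose by 1.72 and 1.38, and Calr, calreticulin, by 1.74 and 1.83 (standard error 0.22 and 0.23, n = 2 arrays per group). Of 30 ERAD genes, 2 rose in ATF6α-cn, Derl3 (6.19) and Sel1l (2.44), and 5 in ATF6β-cn, among them Os9, a lectin that delivers misfolded glycoproteins (1.80), and Herpud1 (1.56); 4 and 8 passed when adjusted over the list alone. The median log2 fold change of the ERAD list in ATF6α-cn was −0.01 while its mean was 0.36 and camera called it up. Of 18 protein disulfide isomerases none rose in ATF6α-cn by limma (4 when adjusted over the list alone) and 5 rose in ATF6β-cn (7 up and 1 down when adjusted over the list alone), such as Erp29 (2.03), Pdia6 (1.99) and P4hb (1.49), at 0.80, 1.53 and 0.81 in ATF6α-cn; the list leaves out Pdia4, whose cluster, shared with Mir704, rose in both lines, as the chaperone list leaves out Manf, whose cluster is shared with Rbm15b and also rose in both. Of 15 sensors and transcription factors of the unfolded protein response, none rose in ATF6α-cn (1 when adjusted over the list alone) and 3 did in ATF6β-cn (5 up and 2 down when adjusted over the list alone), namely the transgene's own Atf6b, Wfs1 (1.73), an ER membrane protein, and Xbp1 (1.25), the factor spliced by IRE1. Of the proteins blotted in Fig. 3c, 9 of 10 have a gene with a cluster of its own. The messages of Hyou1, Hsp90b1, BiP and calreticulin rose in each line, while those of Herpud1 (log2 fold change 1.10, adjusted p = 0.289 from limma in ATF6α-cn) and Uggt1 (1.26 in ATF6α-cn and 2.30 in ATF6β-cn) passed in ATF6β-cn, with a direct difference between the lines of 0.47 and 1.04 that did not pass. The messages of IRE1 (Ern1, 0.58 and 0.23), PERK (Eif2ak3, 0.45 and 0.77) and eIF2α (Eif2s1, −0.34 and −0.64) passed in neither line. The study chose the proteins of Fig. 3c with these arrays in hand, so their count is not independent evidence. By camera of limma at a preset correlation of 0.01, the chaperones (adjusted p = 2.02e-14 in ATF6α-cn and 3.94e-20 in ATF6β-cn), disulfide isomerases (3.01e-03 and 5.68e-05), ERAD genes (0.0397 and 3.30e-04) and sensors (0.0365 and 7.28e-05) were shifted up. The sensor list holds Atf6b, raised in ATF6β-cn by the transgene itself, so its shift in that line does not count apart from the transgene. Fibroblast and matrix markers, of another secretory cell type, were shifted up in the same test (median log2 fold change 0.44 and 0.61, adjusted p = 0.0118 and 4.78e-05 by camera of limma), in ATF6α-cn not without control replicate 1 or ATF6α-cn replicate 2. None of these calls held with an estimated correlation, with an adjusted p = 0.558 and 0.393 for the markers, 0.285 and 0.142 for chaperones, 0.323 and 0.142 for disulfide isomerases, 0.526 and 0.268 for ERAD genes and 0.389 and 0.142 for sensors. No fixed list passed at an estimated correlation in any comparison. That held even for disulfide isomerases, whose estimated correlation (0.00023) lay below the preset 0.01. Failing there therefore does not show that a list did not shift. The fry test of limma gave the markers an adjusted p = 0.511 and 0.217 and chaperones 0.0176 and 0.0124. It gave disulfide isomerases 0.0639 and 0.0124, ERAD genes 0.0640 and 0.0297 and sensors 0.134 and 0.0124. In ATF6α-cn the call of the ERAD list ended without any array but control replicate 2, and that of the sensors without either control array or ATF6α-cn replicate 2, and with clusters shared by several genes entered into the lists. With 1 array left out, the chaperones called up numbered 3 without either ATF6α-cn array and 4 without any other in ATF6α-cn, and in ATF6β-cn 7 without control replicate 1, 6 without control replicate 2 or ATF6β-cn replicate 1 and 5 without ATF6β-cn replicate 2; the disulfide isomerases of ATF6β-cn fell to 2 without control replicate 1 and 0 without control replicate 2 or either ATF6β-cn array, and its ERAD genes to 1, 2, 1 and 0 without control replicate 1, control replicate 2, ATF6β-cn replicate 1 and ATF6β-cn replicate 2. ERAD genes of ATF6α-cn fell to 1 without any array but control replicate 2, sensors of ATF6β-cn to 1 without either control or either ATF6β-cn array, and genes of Fig. 3c in ATF6α-cn from 4 to 2 without any array and in ATF6β-cn from 6 to 2, 2, 1 and 2 without control replicate 1, control replicate 2, ATF6β-cn replicate 1 and ATF6β-cn replicate 2.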

**Figure 3:**
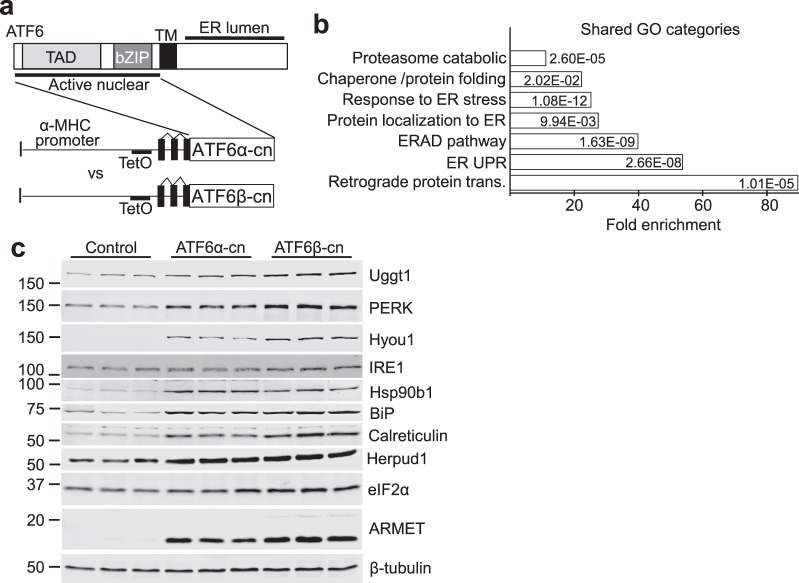
ATF6α and ATF6β control overlapping gene programs in the heart. (**a**) Schematic representation of the transgenes used to drive expression of ATF6α-cn or ATF6β-cn in the mouse heart. (**b**) Graph representing top significant GO categories regulated by both ATF6α-cn and ATF6β-cn along with average fold enrichment, through global gene array profiling (Student’s t-test). (**c**) Immunoblots of the indicated ER stress-associated proteins from heart homogenates of ATF6α-cn, ATF6β-cn, or control mice at 8 weeks of age (4 weeks off DOX).

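Of 26 genes of N-glycosylation and glycoprotein folding, 2 rose in ATF6β-cn at an adjusted p under 0.05 from limma (6 when adjusted over the list alone), Uggt1, which reglucosylates misfolded glycoproteins, and Rpn1, a subunit of the oligosaccharyltransferase (log2 fold change 1.97, adjusted p = 0.00677 from limma). Of 25 genes of translocation into the ER, Spcs3 of the signal peptidase rose (log2 fold change 1.66, standard error 0.21, n = 2 arrays per group). Of 19 COPII genes, Surf4, a cargo receptor, rose (1.40; 7 genes when adjusted over the list alone), and of 21 COPI and retrograde genes, Tmed3 (1.77) and Tmed9 (1.14) of the p24 family rose (8 when adjusted over the list alone). No gene of these 4 lists passed in ATF6α-cn by limma, where Rpn1 was at 0.06, Spcs3 at 0.26, Tmed3 at 0.16 and Surf4 at 0.45; 1 N-glycosylation and 1 COPII gene passed when adjusted over the list alone. The direct difference between the lines passed for Rpn1 (1.91, adjusted p = 0.0205 from limma), Spcs3 (1.41) and Tmed3 (1.61), but not for Surf4 (0.95) or Tmed9 (1.32). By camera of limma at the preset correlation the N-glycosylation (median log2 fold change 0.23, adjusted p = 4.78e-05), translocation (0.16, adjusted p = 0.0274), COPII (0.50, adjusted p = 5.41e-06) and COPI lists (0.31, adjusted p = 1.10e-05) were shifted up in ATF6β-cn, and none of these calls held with an estimated correlation (adjusted p = 0.142, 0.483, 0.142 and 0.142); the call of the translocation list also ended without control replicate 2 (adjusted p = 0.205) and without ATF6β-cn replicate 2 (adjusted p = 0.0812). The fibroblast and matrix markers, also shifted up in ATF6β-cn (adjusted p = 4.78e-05 by camera of limma, and adjusted p = 0.393 with an estimated correlation), had a higher median than each of these 4 lists. In ATF6β-cn the fry test of limma gave the 4 lists an adjusted p = 0.0124, 0.0728, 0.0238 and 0.0187, and the markers 0.217. Since no fixed list passed with an estimated correlation, failing there does not show that these lists did not shift. In ATF6α-cn none of the 4 was shifted (adjusted p = 0.394, 0.673, 0.722 and 0.497 by camera of limma). Proteasome subunits went the other way: no single gene of 30 passed, also when adjusted over the list alone, but 1 had a positive log2 fold change in ATF6α-cn and 3 in ATF6β-cn, with medians of −0.33 and −0.51 (adjusted p = 6.14e-05 and 1.13e-07 by camera of limma, and adjusted p = 0.323 and 0.142 with an estimated correlation). The fry test of limma gave the proteasome list an adjusted p = 0.0639 in ATF6α-cn and 0.0124 in ATF6β-cn. Of 25 targets of PERK and ATF4, none passed in ATF6α-cn by limma (1 down when adjusted over the list alone), while in ATF6β-cn Phgdh, an enzyme of serine synthesis, rose by 2.57 and Cth, which makes cysteine, fell to 0.353 of control; the list did not shift in either line (adjusted p = 0.324 and 0.323 by camera of limma). Control Phgdh lay below the level told from background. Without ATF6β-cn replicate 1, no gene of the N-glycosylation, translocation, COPII or COPI lists passed in ATF6β-cn; without ATF6β-cn replicate 2 only 1 N-glycosylation gene did, as also without control replicate 2, and without control replicate 1 the 4 lists had 1, 0, 1 and 1; the COPI list had 1 without either ATF6α-cn array. The paper states, in the title of Fig. 3, that ATF6α and ATF6β control overlapping gene programs in the heart.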

The observation that ATF6β functioned very similar to ATF6α in the heart as an adaptive ER stress regulator during hypertrophy suggested that each transcription factor might function similarly downstream of Thbs4, although our previous observations suggested Thbs4 only activated ATF6α^2^. To examine this concept we crossed *Atf6*^−/−^ or *Atf6b*^−/−^ mice with mice harboring the Thbs4 and tTA transgenes that we previously generated (Figs 1a,b,e and S1). Electron microscopy revealed massive expansion of the ER and vesicular compartments in Thbs4 and Thbs4 *Atf6b*^−/−^ mice, while all Thbs4-induced ER expansion was lost in the *Atf6*^−/−^ background (Fig. 4a). Similarly, immunoblotting experiments found that upregulation of the previously-described panel of ER stress associated proteins by Thbs4 required the expression of ATF6α (Fig. 4b and quantified in Fig. S6). These results indicate that ATF6α uniquely regulates ER compartment expansion downstream of Thbs4, while ATF6β was not involved in Thbs4-dependent regulation in the heart.

**Figure 4:**
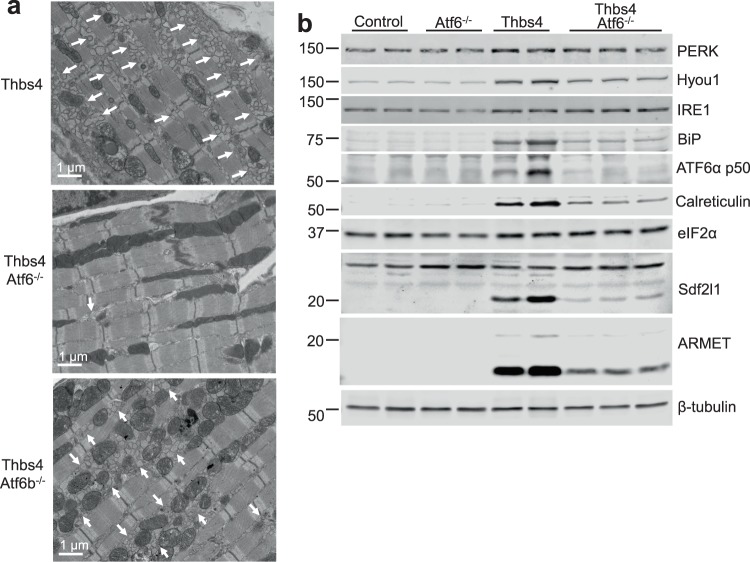
Thbs4-mediated ER expansion and upregulation of ER stress-associated proteins requires ATF6α. (**a**) Transmission electron micrograph of sections from Thbs4 DTG, Thbs4 DTG and *Atf6*^−/−^, or Thbs4 DTG and *Atf6b*^−/−^ hearts. Arrows mark areas of increased ER and the post ER-vesicular compartment. (**b**) Representative immunoblots for the indicated ER stress-associated proteins from heart homogenates of control, *Atf6*^−/−^, Thbs4, or Thbs4 *Atf6*^−/−^ mice.

## Discussion

Hypoxia due to ischemic injury after MI injury alters the oxidative environment of the ER and impairs disulfide bond formation^16^, while the increase in protein production accompanying hypertrophic growth of the heart can dramatically increase the load of nascent proteins that ER chaperones must contend with^3,17^. In addition, cardiac disease produces alterations in myocyte Ca^2+^ handling, aided by upregulation of proteins like STIM1, which is a Ca^2+^ sensor involved in ER Ca^2+^ loading in non-excitable cells that we have shown underlies cardiac pathology^18^. In response to cardiac disease states the ER signals through three primary stress response pathways: PERK, IRE1, and ATF6α^4^. In particular, ATF6α has been the focus of several recent studies due to the largely protective gene program it appears to induce after acute MI or I/R injury^2,7–9^.

We previously demonstrated that activation of ATF6α by its C-terminal binding partner Thbs4 is sufficient to induce a protective ER stress response that also resulted in expansion of the ER and downstream vesicular compartments, along with upregulation of ER stress-associated proteins^2,19^. Subsequent work in cultured cells revealed that Thbs4-mediated expansion of the ER and vesicular compartments required ATF6α, and that adenoviral expression of ATF6α-cn was sufficient to induce vesicular expansion in neonatal cardiac myocytes^20^, which is consistent with our findings presented here (Fig. 4a). However, despite the evidence that Thbs4-mediated ATF6α activation is protective after acute injury, we did not observe that overexpression of Thbs4 mitigated phenotypic changes associated with cardiac hypertrophy (Fig. S1). Instead, we observed that loss of ATF6α or ATF6β initially reduced cardiac hypertrophy but in the long term it accelerated cardiac decompensation and failure after pressure overload.

Importantly, *Atf6b*^−/−^ gene-deleted mice appeared to show the same defects in cardiac hypertrophy, mobilization of ER protein chaperones, and ultimately underwent the same accelerated failure with pressure overload as their *Atf6*^−/−^ counterparts (Fig. 2a–c). These observations were surprising because ATF6β was previously described as a weak transcription factor that functioned as an inhibitor of ATF6α in the heart^13–15^. 

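Of the 176 transcript clusters up at least 2-fold in ATF6β-cn ventricles, 157 also had a positive log2 fold change in ATF6α-cn, and 56 were at least 2-fold higher there with no p asked. In 100 simulations that share the control arrays, with noise drawn for each cluster on its own, the changes of ATF6β-cn kept and ATF6α-cn unchanged, a mean of 53.1% (at most 62.3%) of the clusters up in ATF6β-cn had a positive log2 fold change in ATF6α-cn, against 89.2% here, and 0.774% (at most 2.23%) were at least 2-fold higher there, against 31.8% here. Their median log2 fold change was 1.75 in ATF6β-cn and 0.64 in ATF6α-cn, and 47 of them were higher in ATF6β-cn in the direct test of limma, while 1, Derl3, was lower. Among the genes raised in ATF6β-cn with a passing direct difference were Pcp4, which binds calmodulin (log2 fold change 3.98 against control, 0.37 in ATF6α-cn), and Dnaic1, an axonemal dynein chain (5.56 and 2.16). Of the 4 clusters called up in ATF6α-cn alone, Slc24a5 (log2 fold change 5.82 in ATF6α-cn, −0.33 in ATF6β-cn) and Ube2c, a ubiquitin-conjugating enzyme of mitosis (2.56 and 0.33), differed between the lines, Ube2c by −2.23 (adjusted p = 0.0138 from limma). The phosphate transporter Slc20a1 (2.51 and 1.13) and the choline kinase Chka (1.80 and 0.95) did not differ in the direct test (adjusted p = 0.116 and 0.206 from limma). Of the 17 clusters up in both lines, only Derl3 and Fkbp7, an ER prolyl isomerase, differed between them, Fkbp7 by 1.46 (adjusted p = 0.0459 from limma). In ATF6β-cn 68 clusters fell, of which 64 had a negative log2 fold change in ATF6α-cn, with a median there of −0.62. That is 94.1%, against a mean of 57.7% (at most 70.3%) and a median of −0.051 in the same simulations. Those that fell include Kcnip2, a subunit of the cardiac transient outward potassium channel (log2 fold change −1.89, standard error 0.22, adjusted p = 0.00741 from limma, n = 2 arrays per group), Tnnc1, cardiac troponin C (−1.28), Rangrf, which helps the cardiac sodium channel to the membrane (−2.18), and Pde1c, a calmodulin-dependent phosphodiesterase (−2.05). Across all 22206 clusters, which are not independent replicates, the log2 fold changes of the lines correlated with a Pearson r of 0.570 and a Spearman rho of 0.551, against 0.500 and 0.480 simulated for unchanged groups that share the control arrays. The covariance was 0.0988 against a simulated 0.0369, a difference of 0.0619. All of these simulations lack a shift common to the transgenic arrays. Negative control probe sets were higher by 0.42 in ATF6α-cn and 0.39 in ATF6β-cn, and spike-ins were lower, while the median of receptor genes differed by −0.02 in each line. Background probe sets differed by −0.08 and −0.12, and positive control probe sets by −0.09 and 0.005. A shift common to the transgenic arrays could give changes of the same sign in both lines, so the simulations do not tell it from shared regulation. None of the 68 falls passed whichever 1 array was left out: 4 clusters fell without control replicate 1, 5 without control replicate 2, 44 without either ATF6α-cn array, 5 without ATF6β-cn replicate 1 and 0 without ATF6β-cn replicate 2. The controls of Slc24a5, Ube2c, Chka, Pcp4 and Derl3 lay below the level told from background.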

Our data suggest that ATF6β serves a role similar to ATF6α in the heart by upregulating a partially-overlapping set of genes also involved in preservation of ER function and ERAD activity (Fig. 3b,c, Table S2), in agreement with results in INS-1 cells^21^. This observation is also consistent with the fact that *Atf6*^−/−^ *Aft6b*^−/−^ (double nulls) are embryonic lethal, as are 3 of 4 allele-deleted mice (in either direction, data not shown). However, we speculate that the longer half-life of ATF6β^13,14^ coupled with its relatively weaker transcriptional activity^13–15^ results in UPR signaling that is functionally similar to the more labile ATF6α protein. While it seems clear from our results that both ATF6α and ATF6β regulate a shared subset of genes that we believe is important for pressure overload compensation, we have not at this time identified which of these genes play the most important roles in cardioprotection (though this is a focus of our ongoing research), and this is admittedly a limitation of the current study.

While ATF6β shares a basic pattern of processing with ATF6α that includes disinhibition by loss of BiP binding, trafficking to the Golgi, and sequential proteolytic processing that releases the transcriptionally-active N-terminus^22^, ATF6β does not require Thbs4 for the initial trafficking step, as we have previously demonstrated for ATF6α^2^. Indeed, the effects of Thbs4 do not appear to require ATF6β whatsoever (Fig. 4a). While the N-termini including the transactivation and DNA binding bZIP domains of ATF6α and ATF6β have high identity, it was the divergent c-terminus in ATF6α that uniquely interacted with Thbs4^2^. Thus, we would predict that ATF6β engages with unique regulatory partners that may provide a pattern of regulation distinct to that of ATF6α under select stress conditions, and identification of these partner proteins is currently ongoing.

Finally, while our data strongly suggest that both ATF6α and ATF6β are important for the development of compensatory cardiac hypertrophy following pressure overload stress, it is unclear whether the major activities of these proteins are confined to myocytes, or if they also play important roles in other cell types in the heart such as cardiac fibroblasts, endothelial cells, and immune cells. Thus, the role of ATF6α and ATF6β in these non-myocyte cells in regulating cardiac homeostasis and disease responsiveness is a focus of our ongoing research.

## Methods

### Gene-deleted and transgenic mice

Gene-deleted mice lacking ATF6α or ATF6β protein were obtained from the lab of Kazutoshi Mori (Kyoto University, Kyoto, Japan) and were previously described^10^. Thbs4 transgenic mice were previously described^2^. To create ATF6α-cn and ATF6β-cn transgenic mice a cDNA encoding mouse ATF6α^1–364^ fused N-terminal to a FLAG tag or mouse ATF6β^1–388^ fused N-terminal to a Myc tag were cloned into the modified murine α-myosin heavy chain promoter expression vector that is tetracycline operator dependent^23^ and used to inject newly-fertilized oocytes (*C57BL/6* background). These responder transgenes were bred with transgenic mice expressing the tetracycline transactivator (tTA) protein that is driven by the murine α-myosin heavy chain promoter, and in the absence of tetracycline or doxycycline (DOX) expression is induced, but with DOX administration expression is suppressed. Because ATF6β-cn double transgenic mice exhibited early lethality, we administered DOX in the chow to repress transgene expression until weaning. For experiments in Figs 1a,b,e, 4a–b and S1, mice were in a mixed *FVB/N* and *C57BL/6* background. For all other experiments, mice are in a pure *C57BL/6* background. For pressure overload experiments in Figs 1 and 2, TAC surgeries were performed on mice at 8–10 weeks of age. For experiments in Fig. 3, transgenic mice were 8 weeks of age (4 weeks off DOX chow). Both sexes of mice were used and no animals were discarded in the statistical analysis. For Fig. 1a,b, the tTA sham group contained 2 female and 2 male mice, the tTA TAC group contained 11 female and 4 male mice, the *Atf6*^−/−^ tTA sham group contained 3 female and 3 male mice, the *Atf6*^−/−^ tTA TAC group contained 10 female and 9 male mice, the *Atf6b*^−/−^ tTA sham group contained 2 female and 2 male mice, and the *Atf6b*^−/−^ tTA TAC group contained 4 female and 8 male mice. For Fig. 1c,d, the Wt sham group contained 13 female and 9 male mice, the Wt TAC group contained 16 female and 3 male mice, the *Atf6*^−/−^ sham group contained 3 female mice and 1 male mouse, the *Atf6*^−/−^ TAC group contained 5 female and 6 male mice, the *Atf6b*^−/−^ sham group contained 4 female mice, and the *Atf6b*^−/−^ TAC group contained 13 female mice, 11 male mice, and 4 mice of unrecorded sex. For Fig. 2a,c, the Wt control group contained 5 female and 7 male mice, the Wt TAC group contained 4 female and 20 male mice, the *Atf6*^−/−^ control group contained 7 female and 2 male mice, the *Atf6*^−/−^ TAC group contained 10 female and 10 male mice, the *Atf6b*^−/−^ control group contained 2 female and 3 male mice, the *Atf6b*^−/−^ TAC group contained 8 female and 4 male mice, the *Atf6*^+/−^ *Atf6b*^+/−^ control group contained 2 female and 4 male mice, and the *Atf6*^+/−^ *Atf6b*^+/−^ TAC group contained 2 female and 9 male mice. For Fig. 2b, group distribution is the same as in Fig. 2a,c, except that the *Atf6*^−/−^ TAC group contains 11 female and 10 male mice, and the *Atf6b*^−/−^ control group contains 2 female mice and 1 male mouse. For Fig. S1, the tTA expressing groups have the same sex distribution as described for Fig. 1a,b. For Thbs4 and tTA transgene expressing groups, the Wt sham group contained 2 female and 2 male mice, the Wt TAC group contained 9 female and 3 male mice, the *Atf6*^−/−^ sham group contained 4 female and 3 male mice, the *Atf6*^−/−^ TAC group contained 11 female and 10 male mice, the *Atf6b*^−/−^ sham group contained 3 female and 2 male mice, and the *Atf6b*^−/−^ TAC group contained 8 female and 6 male mice. In order to confirm that there were no sex differences within our experimental groups, we performed one-way ANOVA with Newman-Keuls post-hoc test on groups from Figs 1a–d, 2a–c, and S1a–d in which there were at least 3 male and 3 female data points and found no significant differences between female and male mice within each group. Experiments involving animals were approved by the Institutional Animal Care and Use Committee of Cincinnati Children’s and in accordance with the National Institutes of Health Guidelines for the care and use of laboratory animals.

### Echocardiography and pressure overload induction

Mice were anesthetized with 2% isofluorane by inhalation. Echocardiography was performed in M-mode using a Hewlett Packard (Palo Alto, CA, USA) SONOS 5500 instrument with a 15 MHz transducer. For pressure overload induction, mouse littermates aged 8–10 weeks were subjected to transverse aortic constriction (TAC) or a sham surgical procedure, as previously described^24^. For TAC experiments in Fig. 1, controls for each genotype are sham-operated mice. For TAC experiments in Fig. 2, controls for each genotype are sham-operated and non-surgical mice of the corresponding age. Doppler echocardiography was performed on mice subjected to TAC in order to determine pressure gradients across the aortic constriction. Surgeries and echocardiography were conducted in a blinded manner.

### Western blotting

Hearts were excised from mice, frozen in liquid nitrogen, and stored at −80 °C. Ventricles were homogenized in a buffer containing 20 mM Tris-HCl, pH 7.5, 250 mM NaCl, 1% Triton X-100, 0.5 mM dithiothreitol, and protease inhibitors. Homogenates were centrifuged at 14,000 rpm for 10 min and supernatants were used for immunoblotting. Protein extracts were subjected to SDS-PAGE and transferred to PVDF membranes. Immunoblots were performed using the appropriate primary antibody and fluorescent conjugated secondary antibodies (LI-COR, Lincoln, NE, USA) in combination with an Odyssey CLx Infrared Imaging System (LI-COR). Primary antibodies used were: PERK (Cell Signaling Technology, Danvers, MA, USA), Hyou1 (Lifespan, Providence, RI, USA), IRE1 (Cell Signaling Technology), BiP (Sigma-Aldrich, St. Louis, MO, USA), PDI (Cell Signaling Technology), calreticulin (Cell Signaling Technology), ARMET (Abcam, Cambridge, UK), Sdf2l1 (Sigma-Aldrich), β-tubulin (Developmental Studies Hybridoma Bank, Iowa City, IA, USA), Uggt1 (Santa Cruz Biotechnology, Dallas, TX, USA), Hsp90b1 (Sigma-Aldrich), Herpud1 (Cell Signaling Technology), Eif2α (Cell Signaling Technology), and ATF6α (Signalway Antibody, College Park, MD, USA). Quantification of immunoblots was performed using Image Studio software (LI-COR, Lincoln, NE, USA) and normalized to β-tubulin in all cases. The values indicated in Fig. S3 are set relative to that for the average of Wt TAC samples on the same gel. The values indicated in Figs S5–6 are set relative to that for the average of control samples on the same gel. Uncropped gel files with molecular weight markers of immunoblots are shown in Figs S7–S10.

### Gene array and mRNA analysis

Microarray analysis was carried out using the Affymetrix Clariom S platform (Thermo Fisher Scientific, Waltham, MA, USA) at the Gene Expression Core Facility at Cincinnati Children’s Hospital Medical Center (Cincinnati, OH, USA). 

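The probe sets of this platform that match no mouse gene were compared between the groups as a check on the arrays. The 5222 negative control probe sets had a median log2 signal of 5.05 in control (mean of 2 array medians) and were higher by 0.42 in ATF6α-cn and by 0.39 in ATF6β-cn, on every transgenic array above both control arrays. The 1410 olfactory and vomeronasal receptor genes, which the ventricle is not known to need, did not follow: their median differed by −0.02 in each line. The 23 background probe sets did not follow either, at −0.08 in ATF6α-cn and −0.12 in ATF6β-cn. Nor did the 1324 positive control probe sets, at −0.09 and 0.005. Spike-in probe sets were lower on all 4 transgenic arrays than on both control arrays. Those for labelling and hybridization had a median of 9.39 and 9.54 on the control arrays, 9.03 and 9.18 on the ATF6α-cn arrays and 9.20 and 8.27 on the ATF6β-cn arrays, and the ERCC spike-ins 4.80 and 5.23, 4.58 and 4.67, and 4.66 and 3.84. At the bright end 14 clusters were near the ceiling of the scale, among them Atp2a2, the calcium pump of the sarcoplasmic reticulum, Fabp3, Tpm1 and Mb (named after their values were seen), where a change can be hidden. The Y-linked genes Ddx3y, Uty and Eif2s3y were well above the level told from background on all 6 arrays, with a mean log2 signal of 13.39, 10.62 and 11.91 in control.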

Bioinformatic interrogation of data (CEL files) was performed to determine differential gene expression with the Transcriptome Analysis Console (Applied Biosystems, Foster City, CA, USA; ver. 4.0.0.25), the Clariom_S_Mouse TAC Configuration file (ver. 1), and the iPathwayGuide (Advaita Bioinformatics, Plymouth, MI, USA). 

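The authors' deposited table of these comparisons gives a signed fold change and a p-value per gene for each line against control. Its log2 fold changes correlate across genes with those computed here from the deposited log2 signals at 0.937 for ATF6α-cn and 0.957 for ATF6β-cn, with a median absolute difference of 0.08 and 0.07. In the authors' deposited table Sdf2l1 is at 33.56-fold in ATF6α-cn and 121.24-fold in ATF6β-cn, Derl3 at 85.11-fold and 3.22-fold, Hyou1 at 19.09-fold and 13.92-fold, and Atf6b at 1.22-fold and 67.83-fold. By the authors' deposited table 259 clusters are up at least 2-fold in ATF6α-cn and 439 in ATF6β-cn, 90 of them in both, or 227, 430 and 79 with its unadjusted p under 0.05. All 21 clusters called up here in ATF6α-cn and all 176 called up in ATF6β-cn are at least 2-fold with a p under 0.05 in the authors' deposited table. That table comes from the same arrays and was read at a looser threshold, so this adds no support. When the p-values of the authors' deposited table are adjusted by the Benjamini-Hochberg method over the same clusters, 10 are under 0.05 in ATF6α-cn, all up, and 190 in ATF6β-cn, 143 up and 47 down.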

Validation of select microarray results was achieved by quantitative PCR (qPCR); briefly, RNA was extracted from ventricles using the RNeasy Kit according to manufacturer’s instructions (Qiagen, Hilden, DEU) and cDNA was synthesized by reverse transcribing total RNA using oligo-dT primers and Superscript III First-strand synthesis Kit (Life Technologies, Carlsbad, CA, USA). Real-time PCR was performed using SsoAdvanced SYBR Green (Bio-Rad Technologies, Hercules, CA, USA), with Gapdh as the reference gene for normalization. Fold-change in expression levels was calculated using the delta-delta-CT method. Statistical significance of differences between groups was assessed by t-test analysis of raw replicate dCT values.

### Histology and electron microscopy

Analysis of myocyte hypertrophy was performed in a blinded fashion by measuring the minimum Feret’s diameter from haemotoxylin and eosin (H&E) stained paraffin sections^12^. Collagen content was measured via Picrosirus Red staining (Electron Microscopy Sciences, Hatfield, PA, USA) of paraffin sections from the indicated number of hearts. Images were evaluated with NIH Image J software to determine percent collagen versus total myocyte area. TUNEL staining (Roche, Indianapolis, IN, USA) was also conducted after antigen retrieval on paraffin heart histological sections according to the kit protocol. Immediately after, sections were stained with cardiac troponin T antibody reactivity (Abcam, Cambridge, UK) and DAPI to enrich the percentage of TUNEL nuclei from cardiomyocytes. Electron microscopy was performed on heart sections from Thbs4, Thbs4 *Atf6*^−/−^, or Thbs4 *Atf6b*^−/−^ mice as previously described^2^.

### Statistics

Results are presented in all cases as mean ± SEM. Statistical analysis was performed using Prism 7 (Graphpad Software, La Jolla, CA, USA). Experiments were analyzed using one-way ANOVA with Newman-Keuls multiple comparisons test, or for qPCR experiments, unpaired Student’s t-test. P-values less than 0.05 were considered significant.

## Supplementary information

Supplemenatary figures and tables

## Data Availability

Gene expression study data are deposited to NCBI Gene Expression Omnibus (GEO) database (#GSE124797) and will be released after the embargo period. All other data for this study are contained within the paper as primary figures, supplementary figures, or supplementary tables.

# Supplementary material for: Overlapping and differential functions of ATF6α versus ATF6β in the mouse heart
**Source:** Sci Rep. 2019 Feb 14;9:2059. doi: 10.1038/s41598-019-39515-5
**Supplement:** Supplementary file 1 — Supplemenatary figures and tables

# **Overlapping and differential functions of ATF6 $\alpha$ versus ATF6 $\beta$ in the mouse heart**

**Robert N. Correll<sup>1,2</sup>, Kelly M. Grimes<sup>2</sup>, Vikram Prasad<sup>2</sup>, Jeffrey M. Lynch<sup>2</sup>, Hadi Khalil<sup>2</sup>, Jeffery D. Molkentin<sup>2,3\*</sup>**

## **Supplementary Figures and Tables**

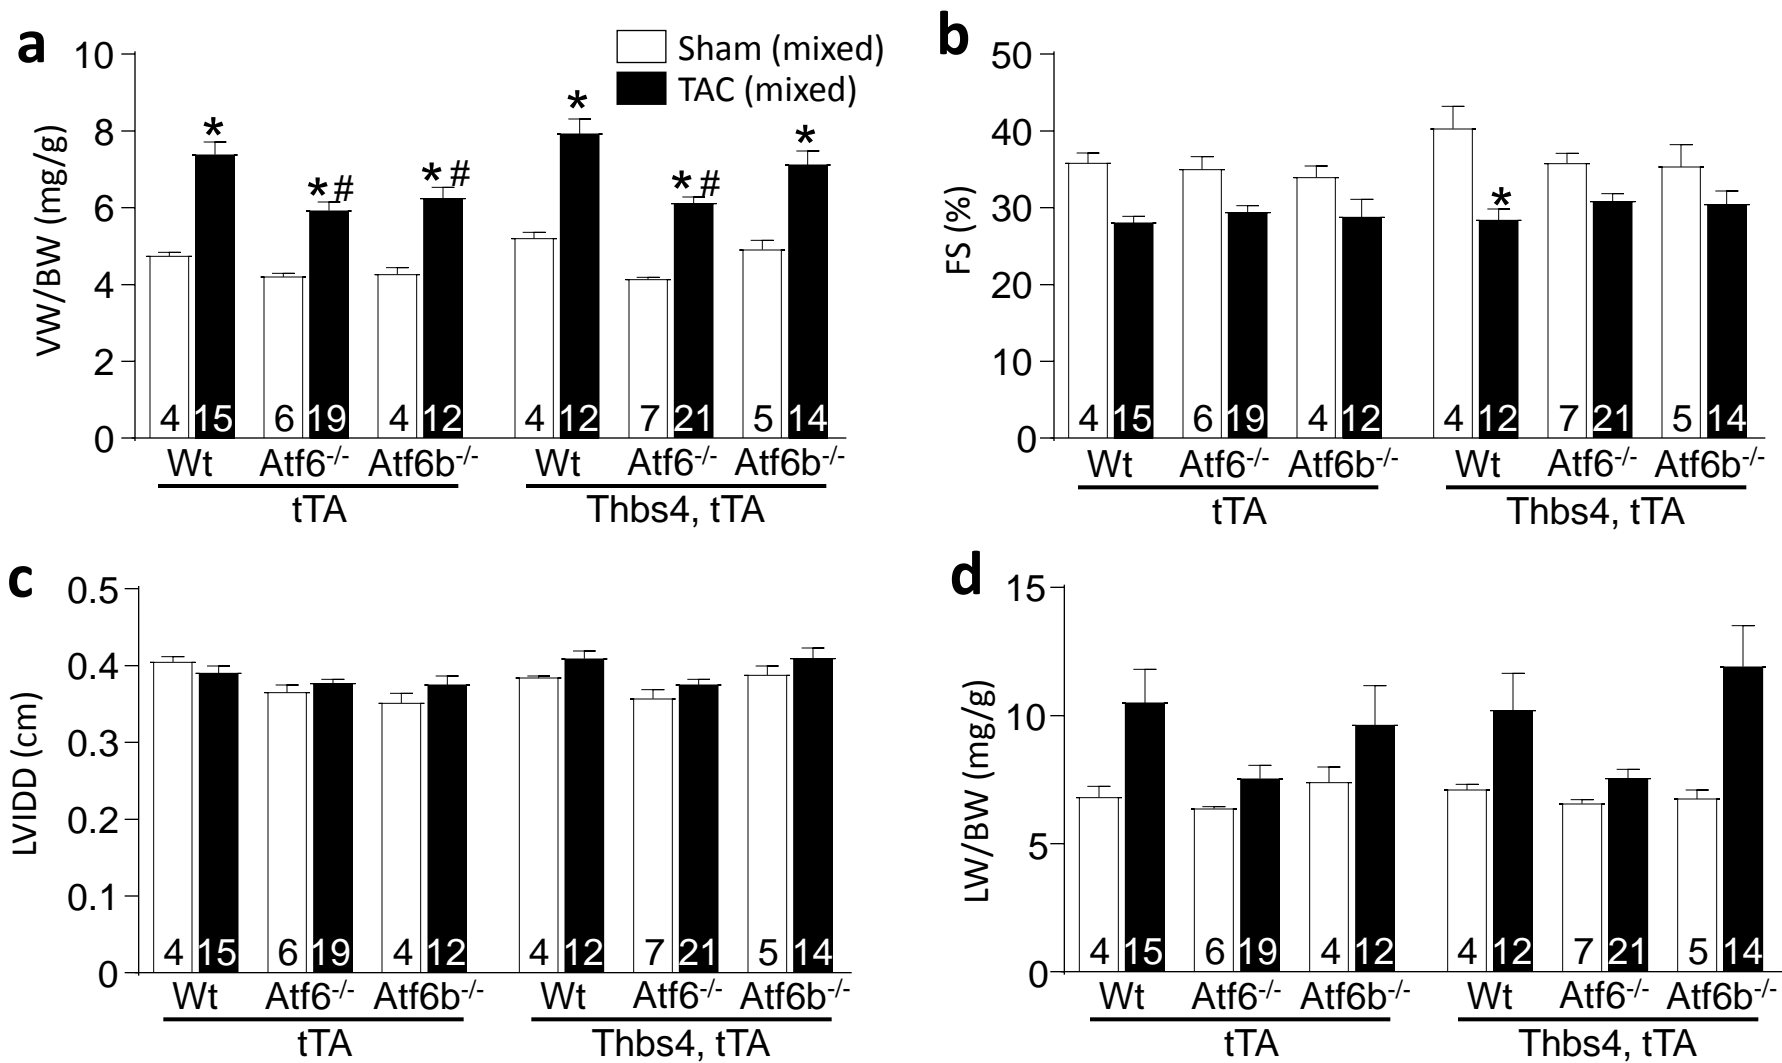

**Figure S1. Assessment of cardiac hypertrophy and structure function in mice lacking ATF6 $\alpha$  or ATF6 $\beta$  protein with or without the Thbs4 transgenes.** (a), Gravimetric measurement of ventricle weight normalized to body weight (VW/BW), (b), echocardiographic measurement of fractional shortening percentage (FS%), (c), echocardiographic measurement of left ventricular interior diastolic dimension (LVIDD), and (d), gravimetric measurements of lung weight normalized to body weight (LW/BW) from tTA *Atf6*<sup>-/-</sup>, tTA *Atf6b*<sup>-/-</sup>, Thbs4 *Atf6*<sup>-/-</sup>, Thbs4 *Atf6b*<sup>-/-</sup>, and tTA or Thbs4 control mice after 2 weeks of TAC or a sham surgery. \*P<0.05 versus sham of same genotype; #P<0.05 vs tTA TAC (for tTA hearts) or Thbs4 TAC, which also have the tTA transgene (Newman-Keuls multiple comparisons test).

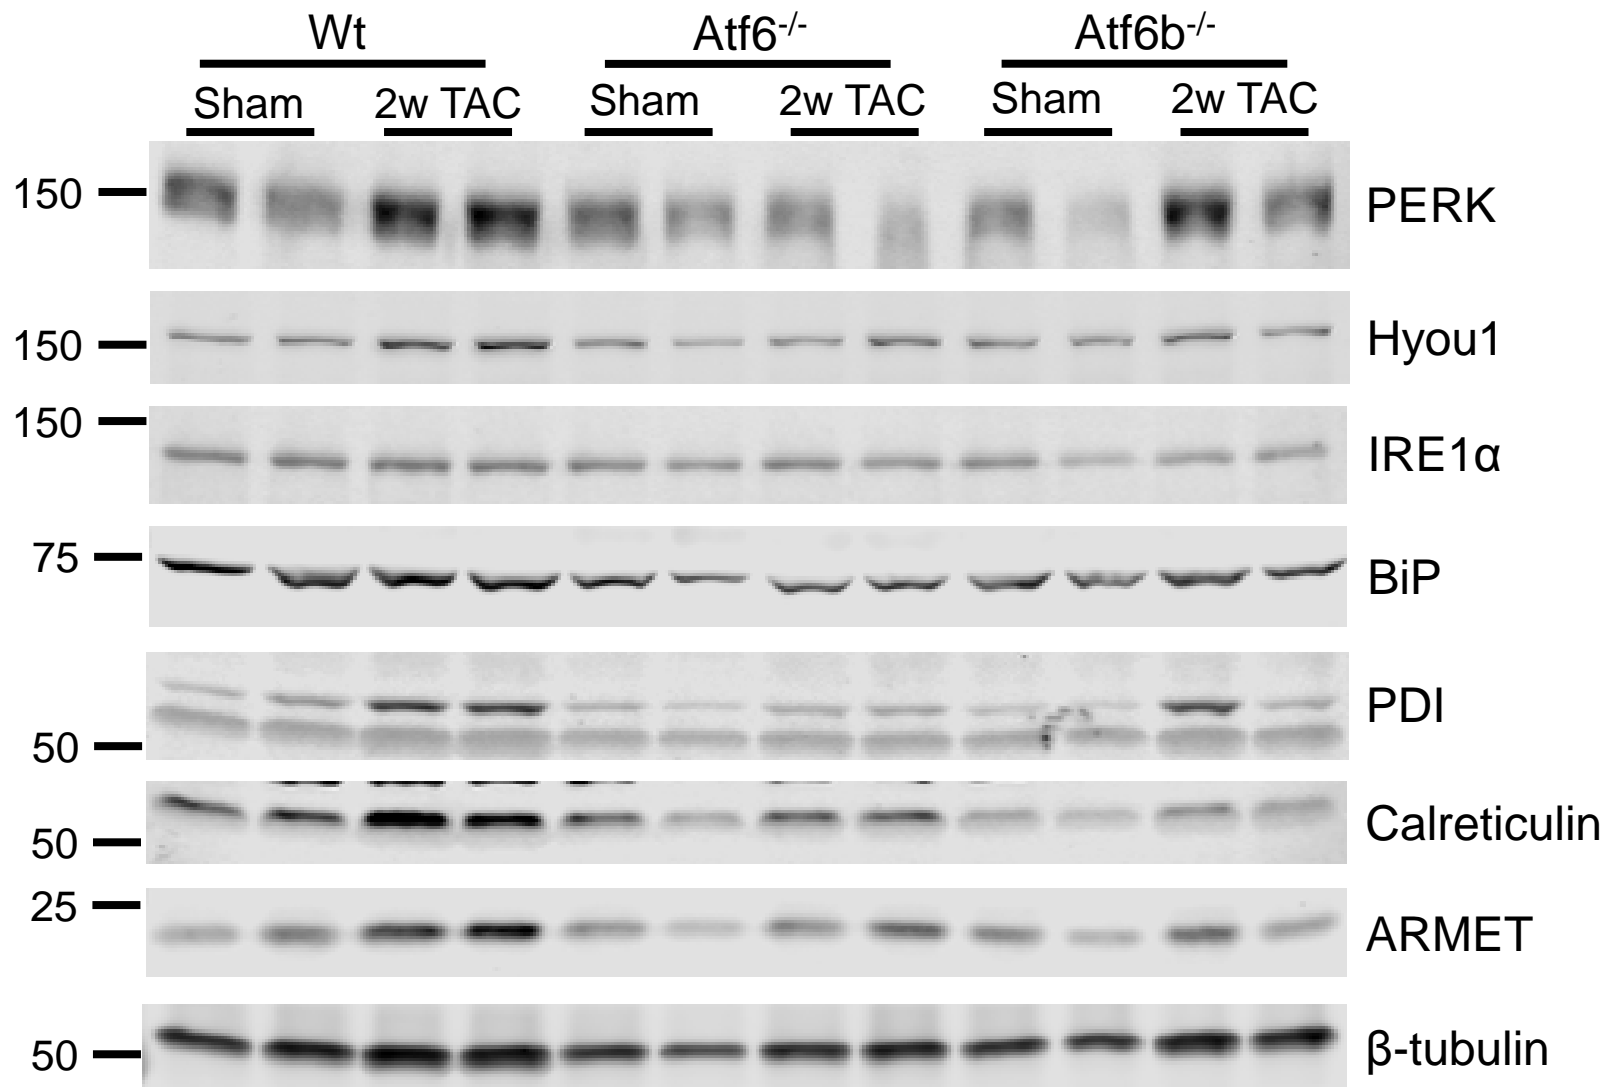

**Figure S2. Immunoblots of ER stress responsive proteins after 2 weeks of TAC.** Lysates were derived from control or 2w TAC operated Wt, *Atf6*<sup>-/-</sup>, or *Atf6b*<sup>-/-</sup> mice in a pure *C57BL/6* background (experiment described in Fig. 1c,d).

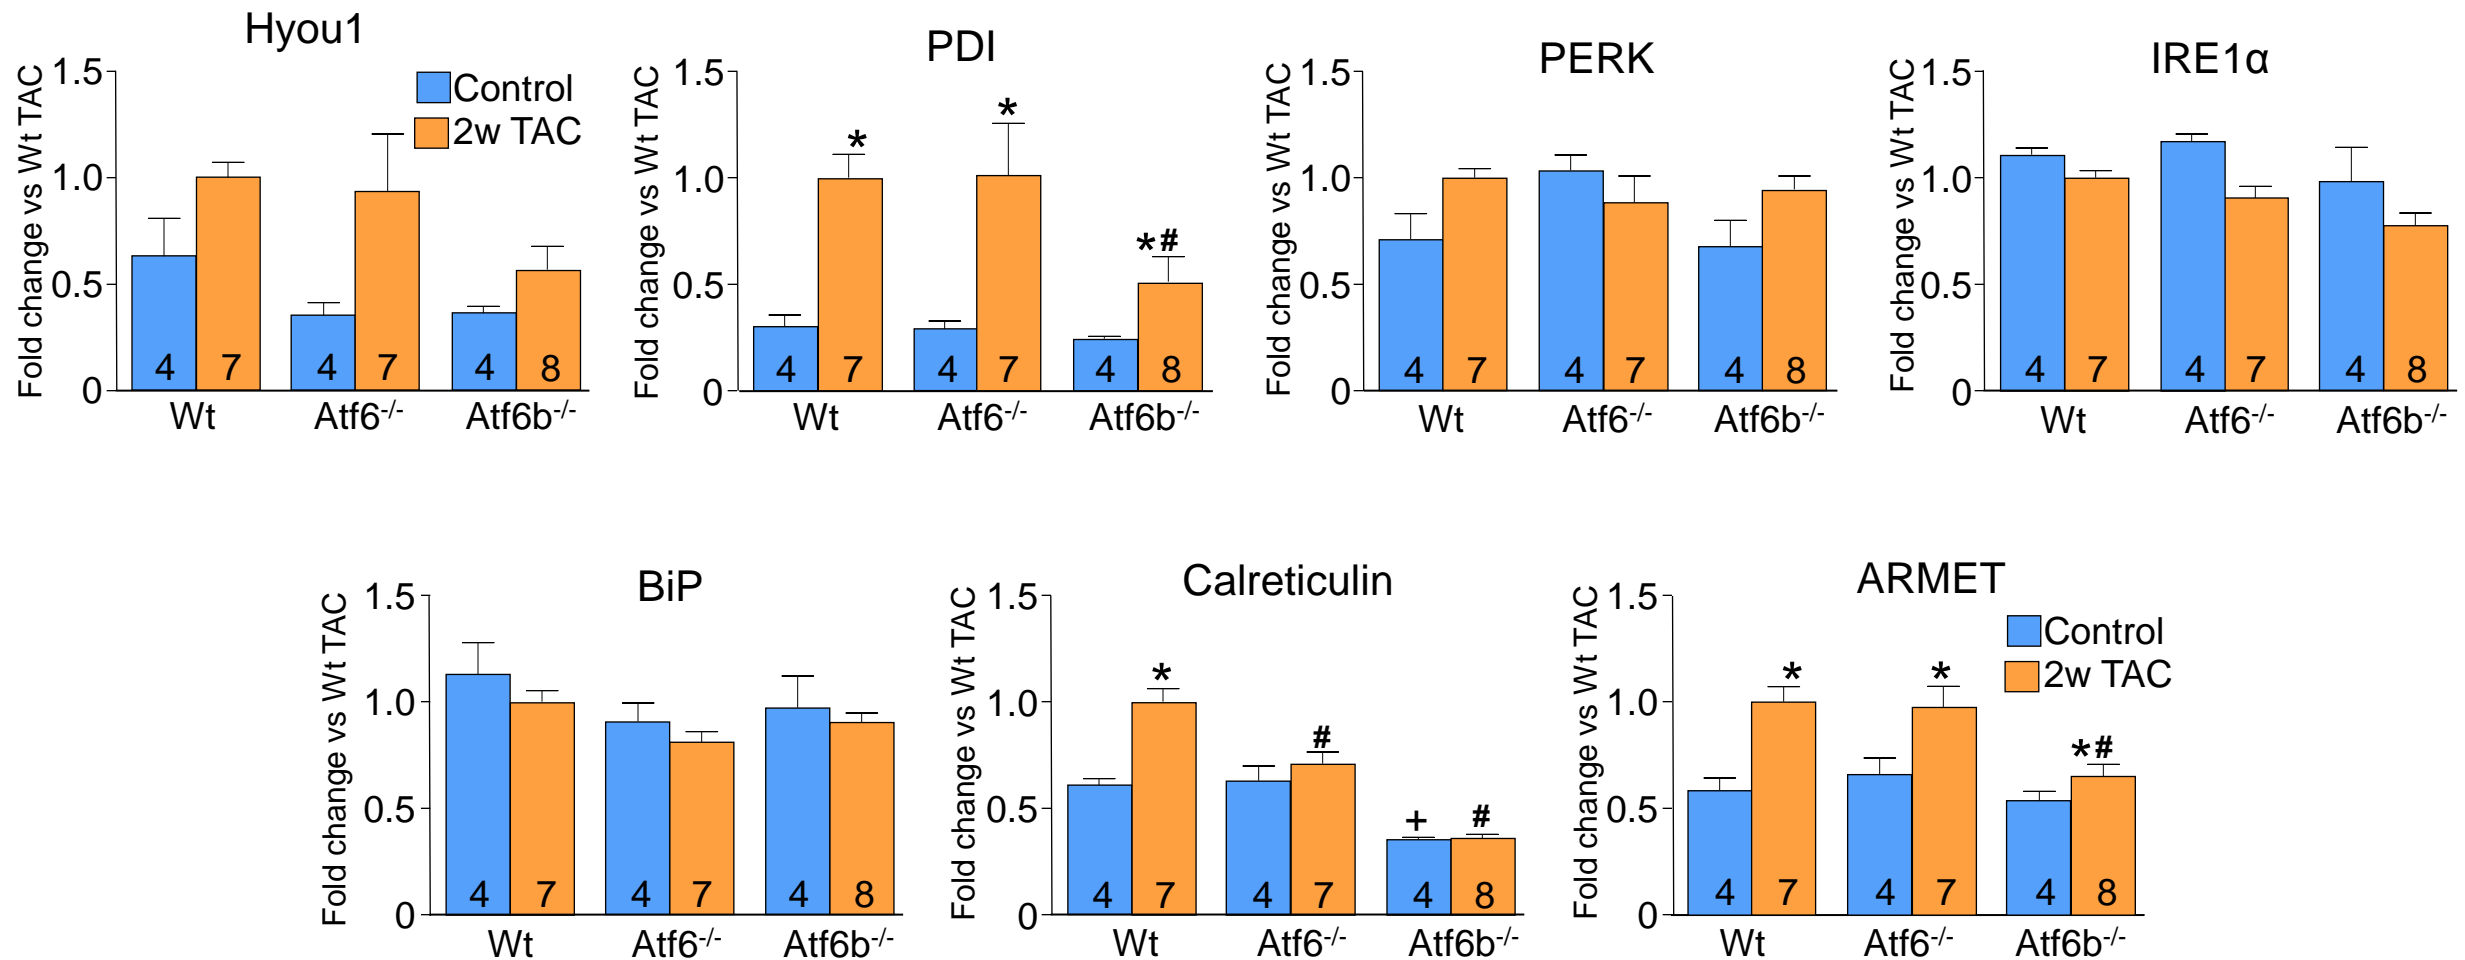

**Figure S3. Quantification of immunoblots of ER stress-responsive proteins after 2 weeks of TAC.** Quantification of immunoblots depicted in Fig. S2 and other blots derived from the same pool of samples (not shown). Values for each sample were normalized to  $\beta$ -tubulin and set relative to the value for Wt TAC on each individual blot. For each experiment, number of mice analyzed is given within the graph. \* $P < 0.05$  versus control of same genotype; # $P < 0.05$  vs Wt TAC for TAC comparisons only; + $P < 0.05$  vs Wt Sham for sham vs sham comparisons only; (Newman-Keuls multiple comparisons test).

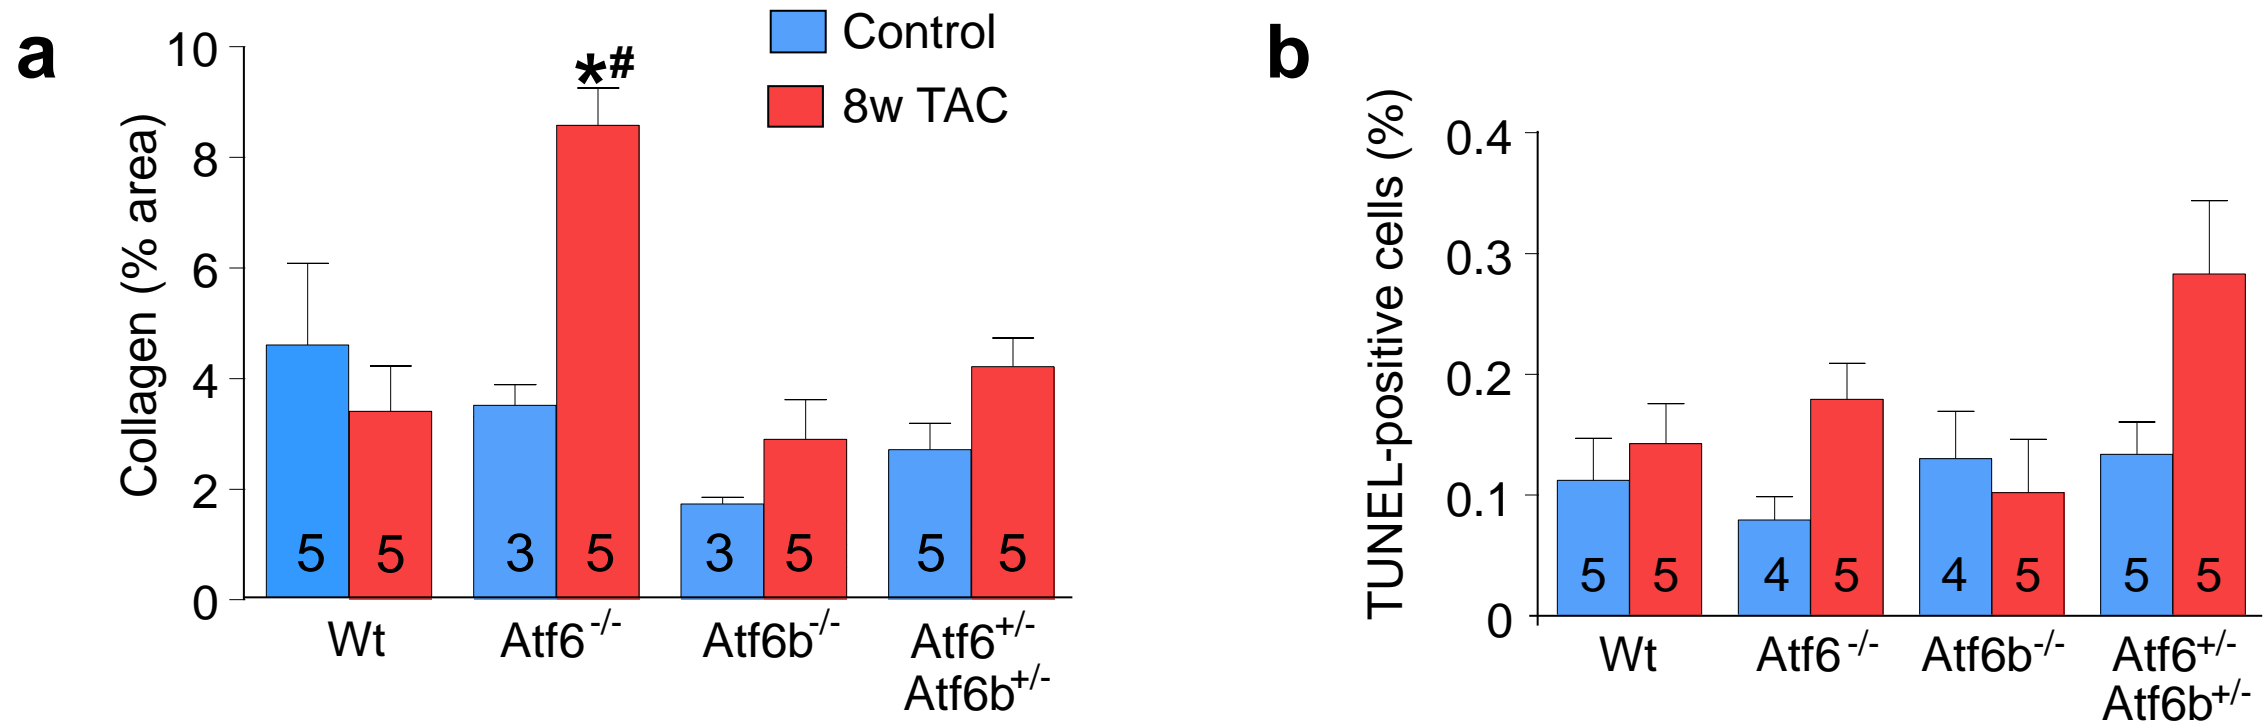

**Figure S4. Analysis of collagen content and TUNEL after long-term TAC.** (a) Quantification of collagen-containing area from Picrosirius red stained heart histological sections, and (b) quantification of TUNEL-positive nuclei from cardiac histological sections taken from *Atf6*<sup>-/-</sup>, *Atf6b*<sup>-/-</sup>, *Atf6*<sup>+/-</sup> *Atf6b*<sup>+/-</sup>, or control mice after 8 weeks of TAC or a sham surgery. Sections were also stained for cardiac troponin T to enrich for scoring cardiomyocytes. Number of mice analysed is shown in the bars of each panel. \*P<0.05 versus sham of same genotype; #P<0.05 vs Wt TAC for TAC comparisons only (Newman-Keuls multiple comparisons test).

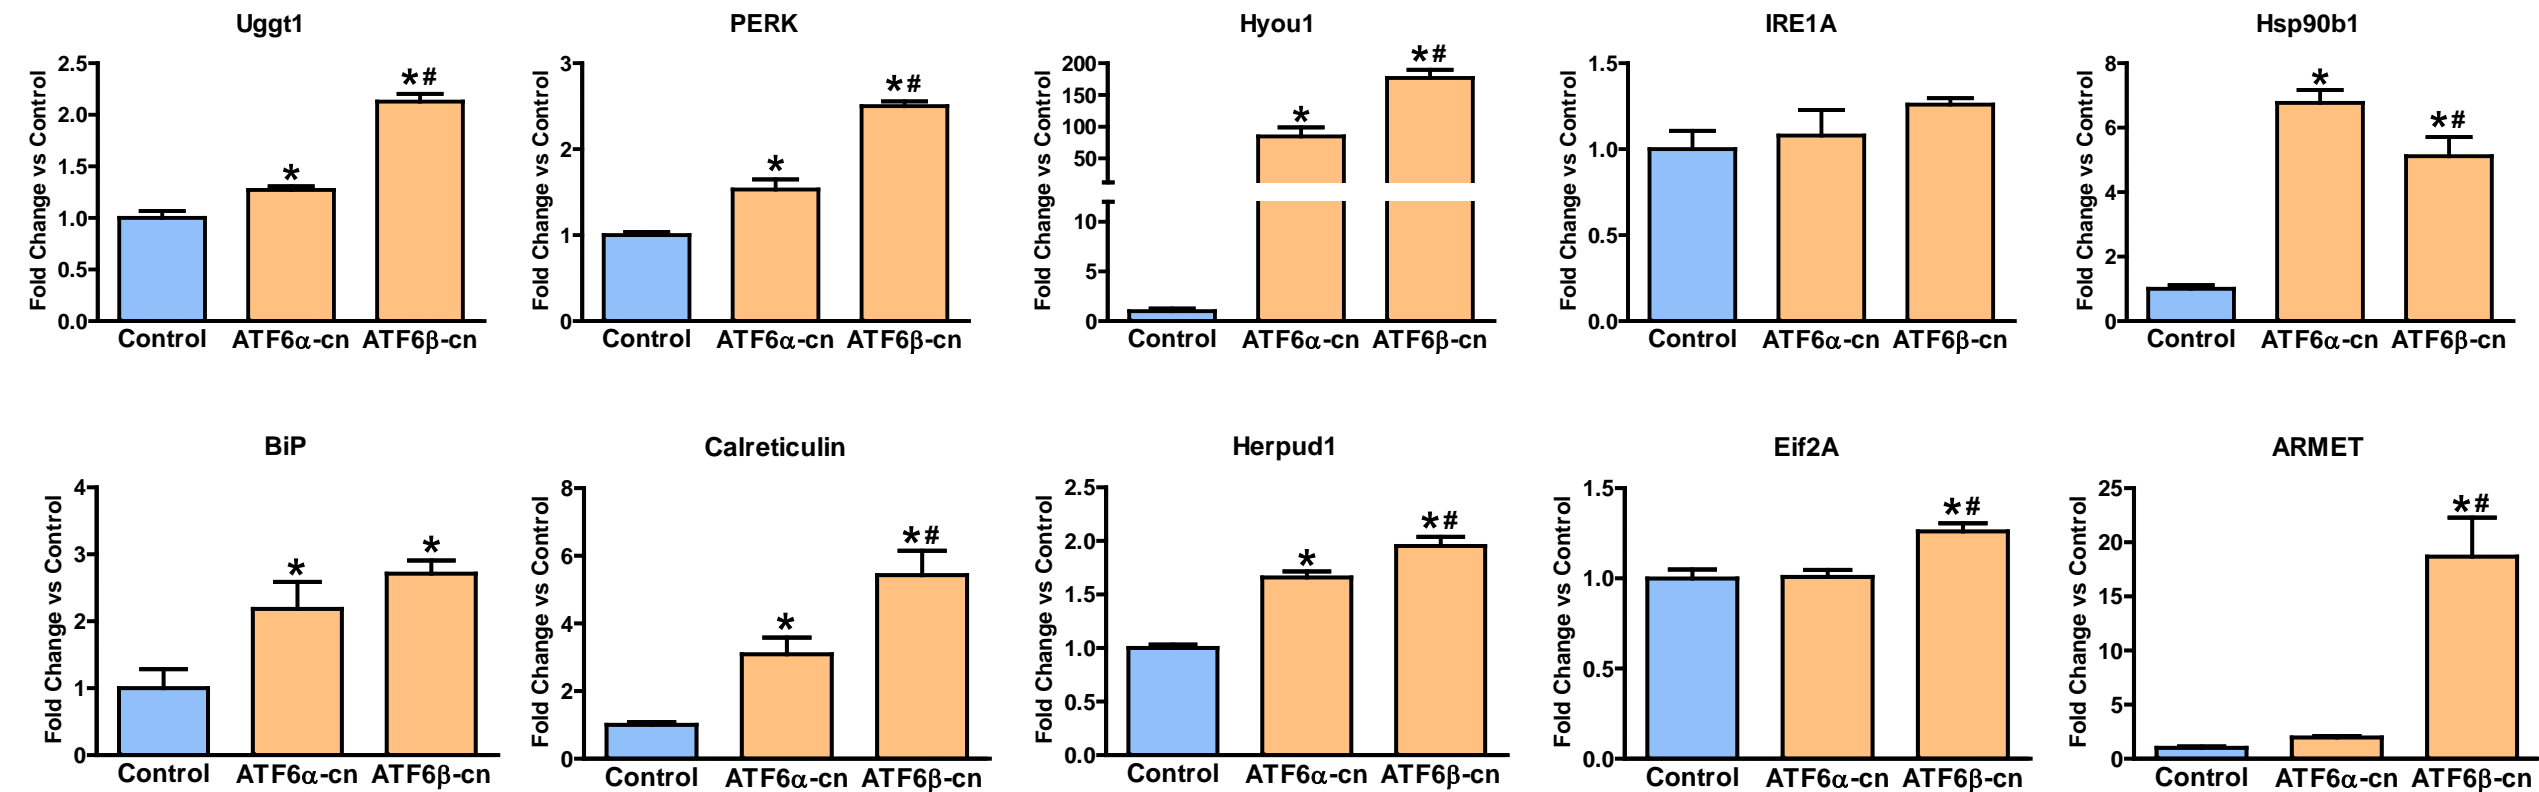

**Figure S5. Quantification of immunoblots from Figure 3c.** All three samples were analyzed for each treatment. Values for each sample were normalized to  $\beta$ -tubulin and set relative to the control value on each individual blot. \*P<0.05 versus control; #P<0.05 vs ATF6 $\alpha$ -cn for ATF6 $\beta$ -cn comparisons only (Newman-Keuls multiple comparisons test).

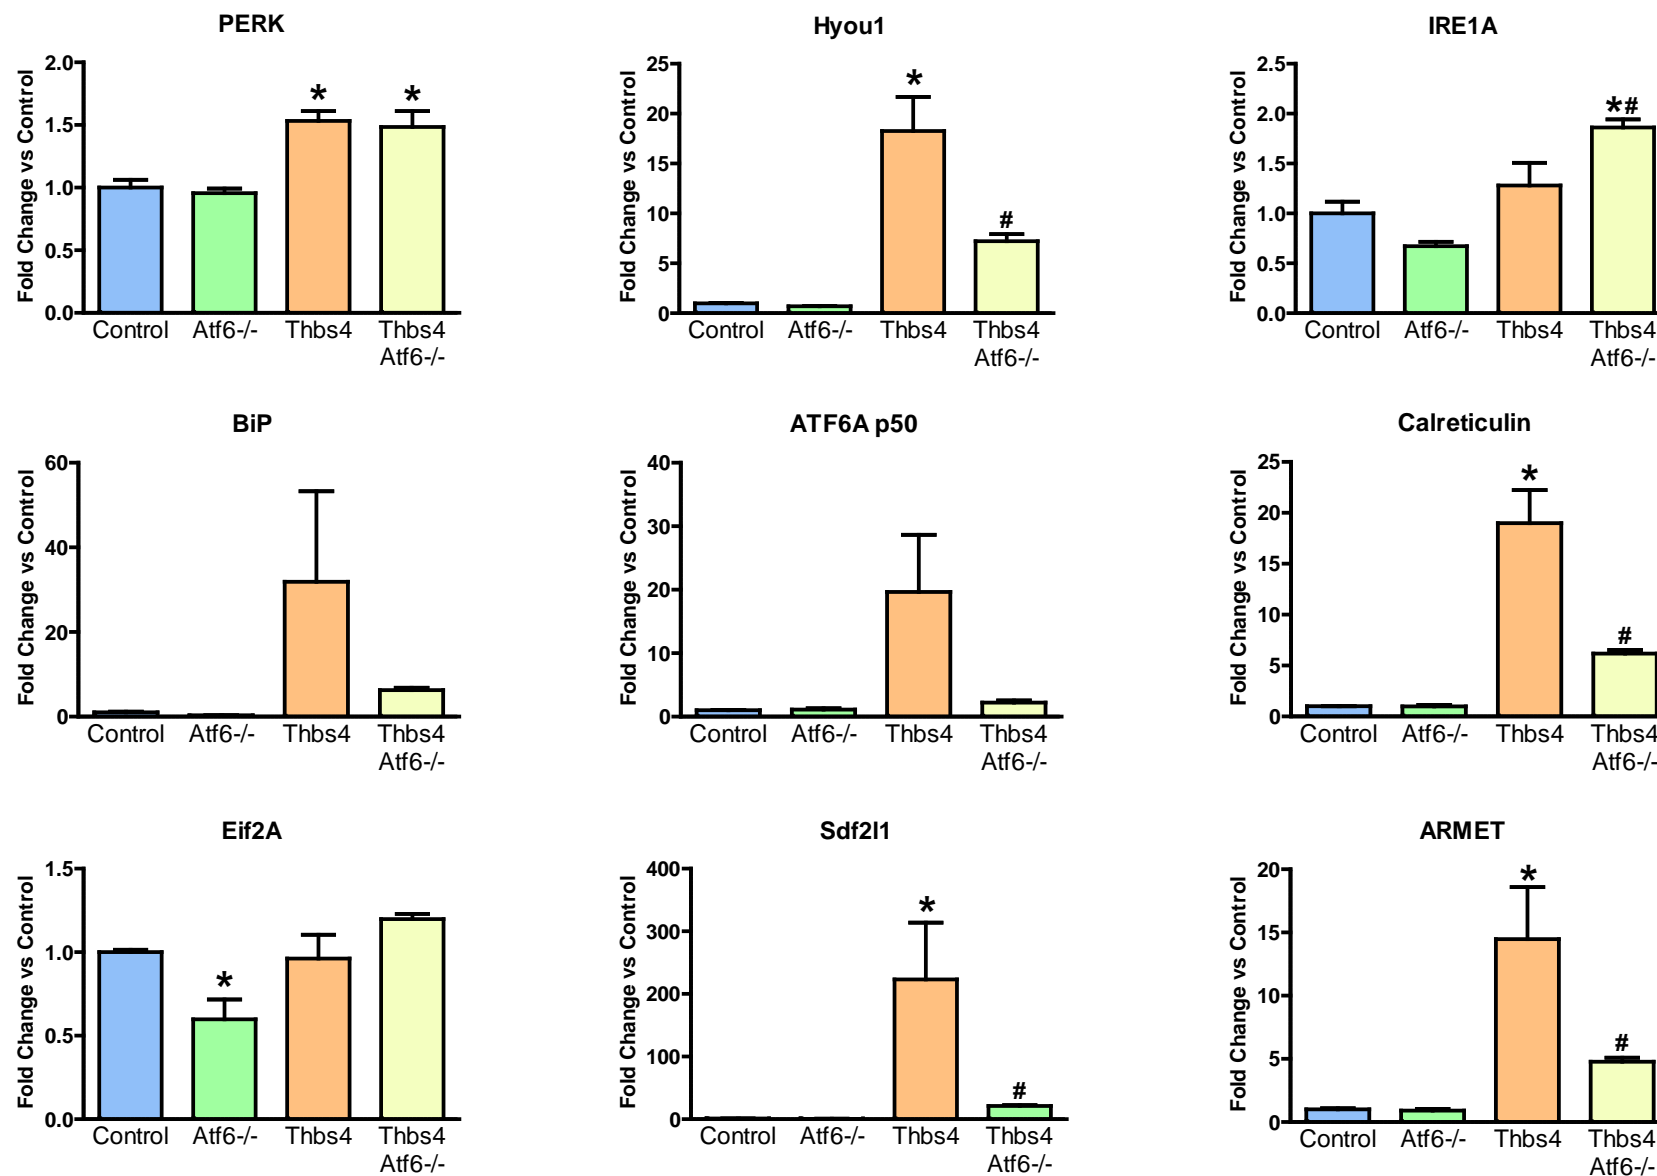

**Figure S6. Quantification of immunoblots from Figure 4b.** Three samples analyzed for each treatment. Values for each sample were normalized to  $\beta$ -tubulin and set relative to the control value on each individual blot. \* $P < 0.05$  versus control; # $P < 0.05$  vs Thbs4 for Thbs4, Atf6<sup>-/-</sup> comparisons only (Newman-Keuls multiple comparisons test).

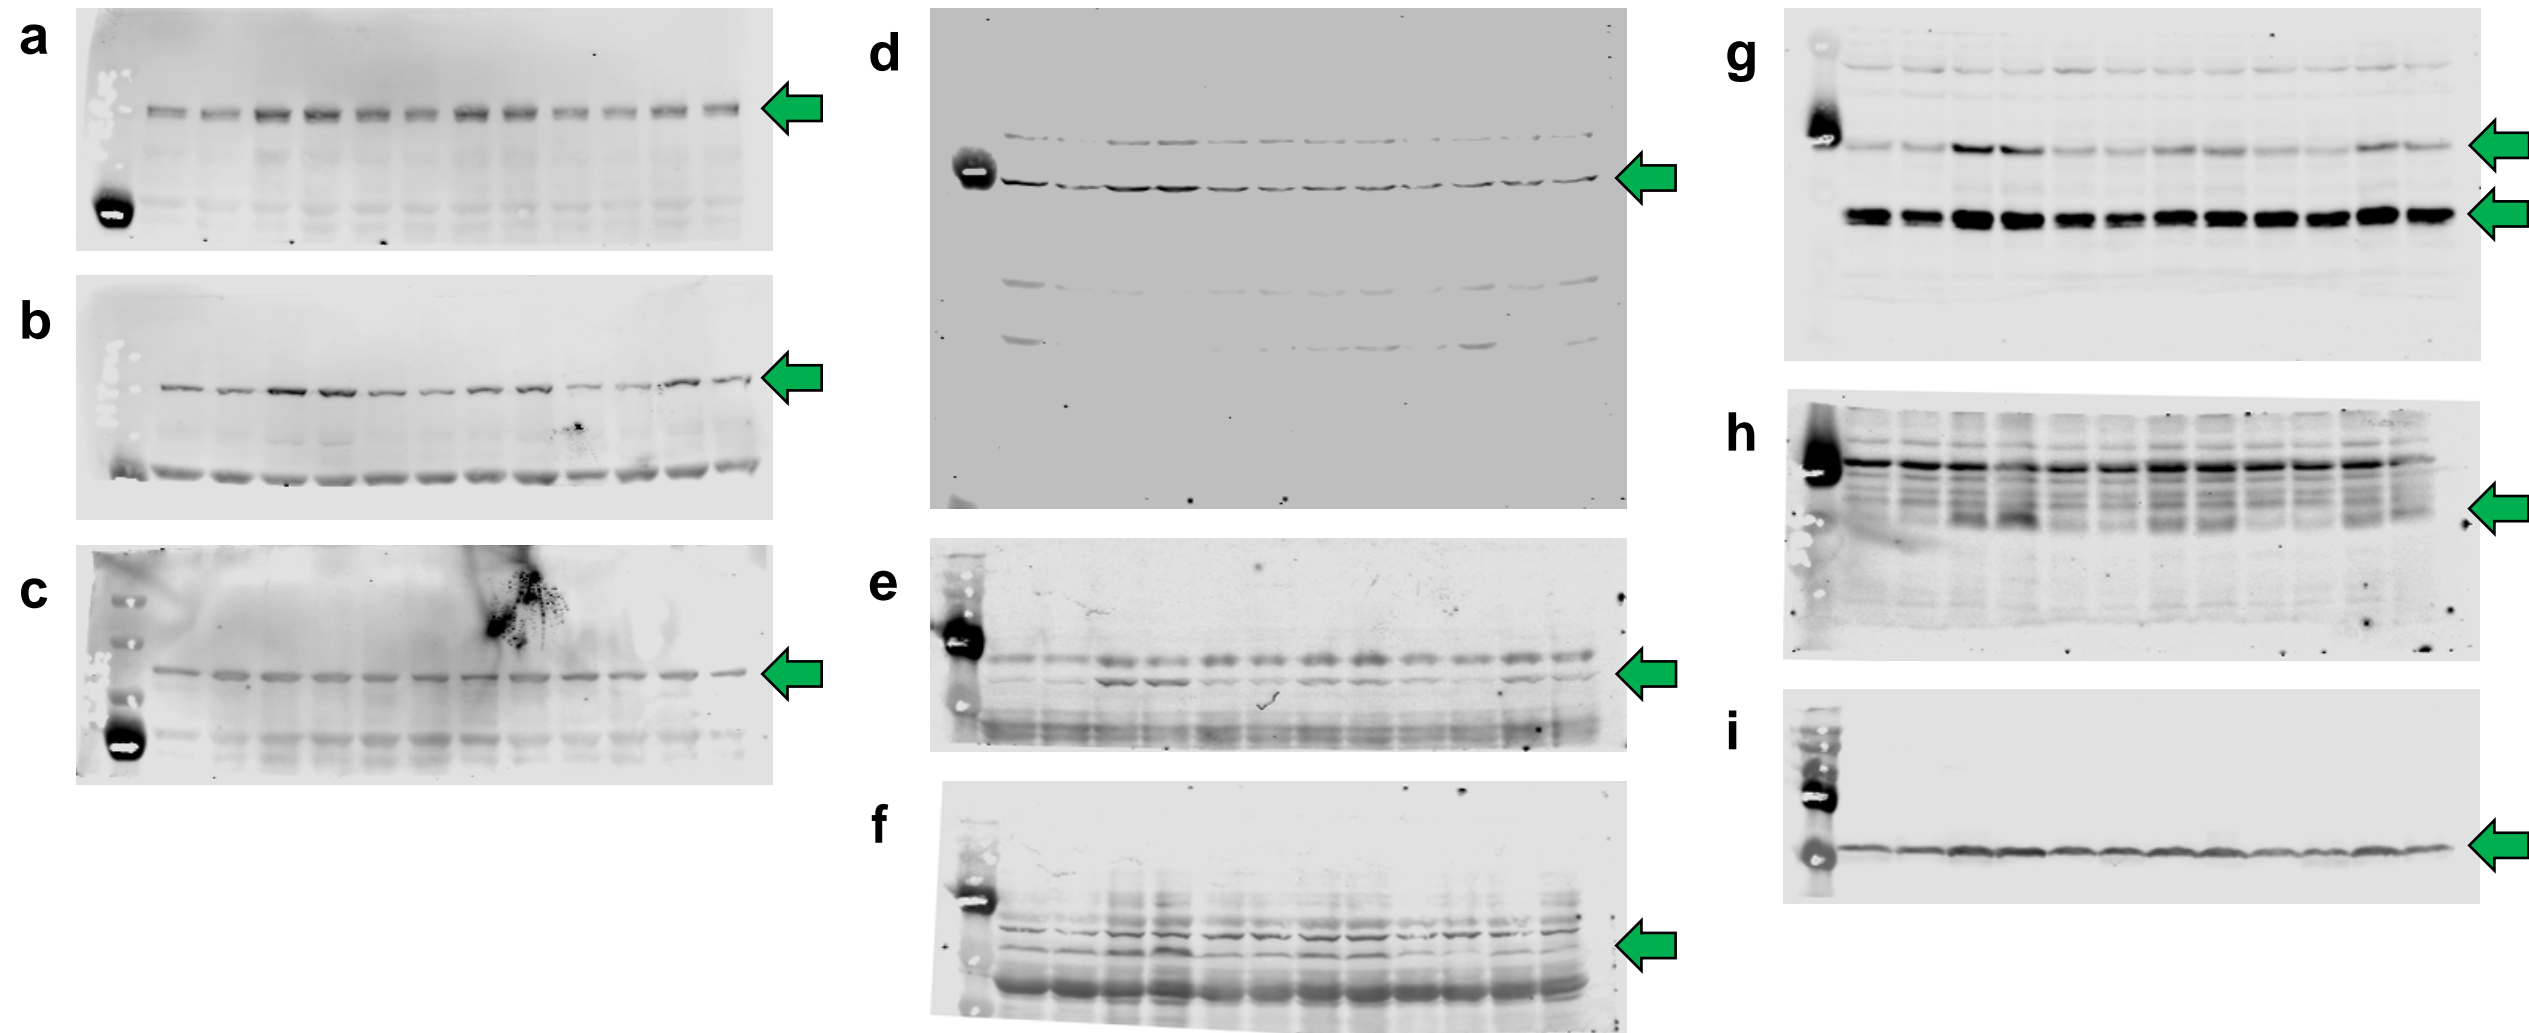

**Figure S7. Uncropped images of immunoblots from Figure 1.** Immunoblots of (a) PERK, (b) Hyou1, (c) IRE1 $\alpha$ , (d) BiP, (e) PDI, (f) calreticulin, (g) ARMET, (h) Sdf2l1, and (i)  $\beta$ -tubulin from Fig. 1e. In all cases bands of interest are marked with a green arrow. In some cases, membranes were cut prior to immunoblotting. Panels **S7a-c**, **S7e-f**, and **S7i** represent the top part of the membrane. Panels **S7g-h** represent the bottom part of the membrane.

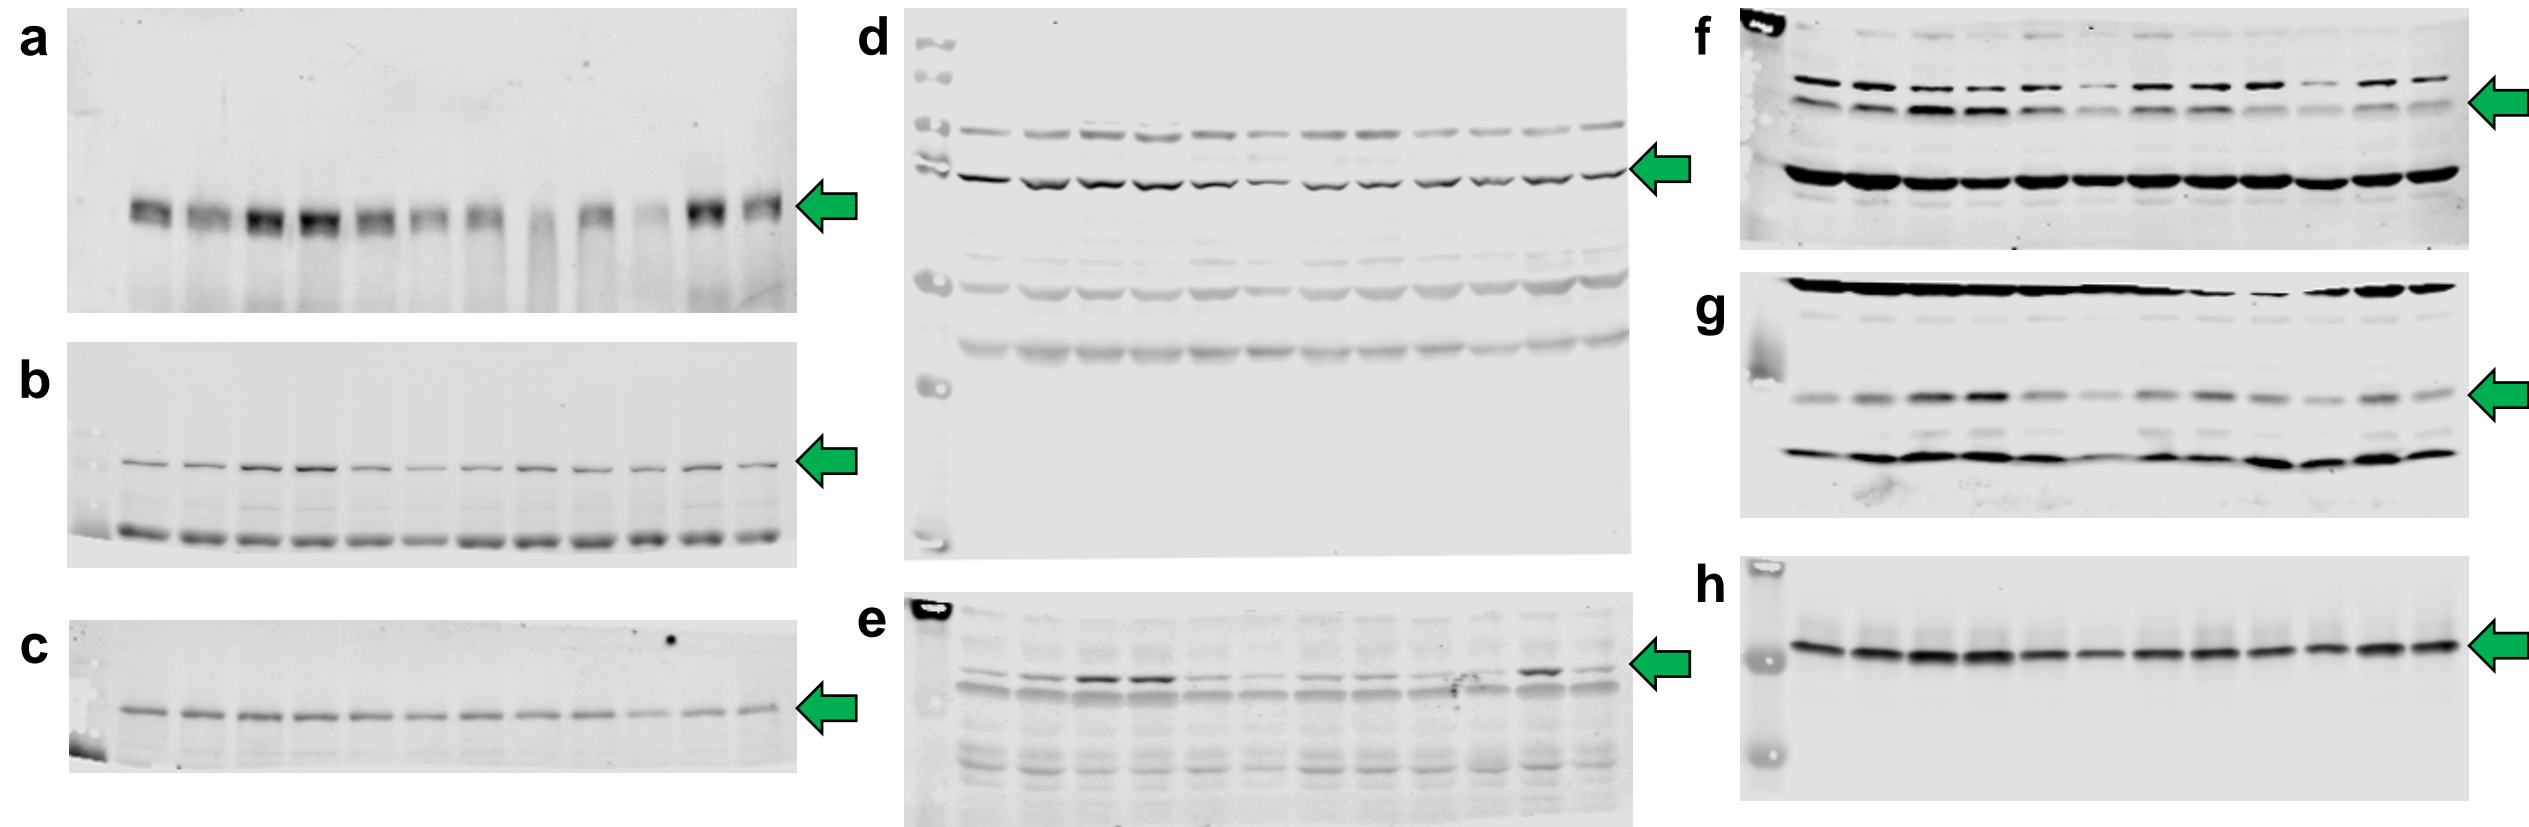

**Figure S8. Uncropped images of immunoblots from Figure S2.** Immunoblots of (a) PERK, (b) Hyou1, (c) IRE1 $\alpha$ , (d) BiP, (e) PDI, (f) calreticulin, (g) ARMET, and (h)  $\beta$ -tubulin from Fig. S2. In all cases bands of interest are marked with a green arrow. In some cases, membranes were cut prior to immunoblotting. Panels **S8a-c** represent the top part of the membrane. Panels **S8e-h** represent the bottom part of the membrane.

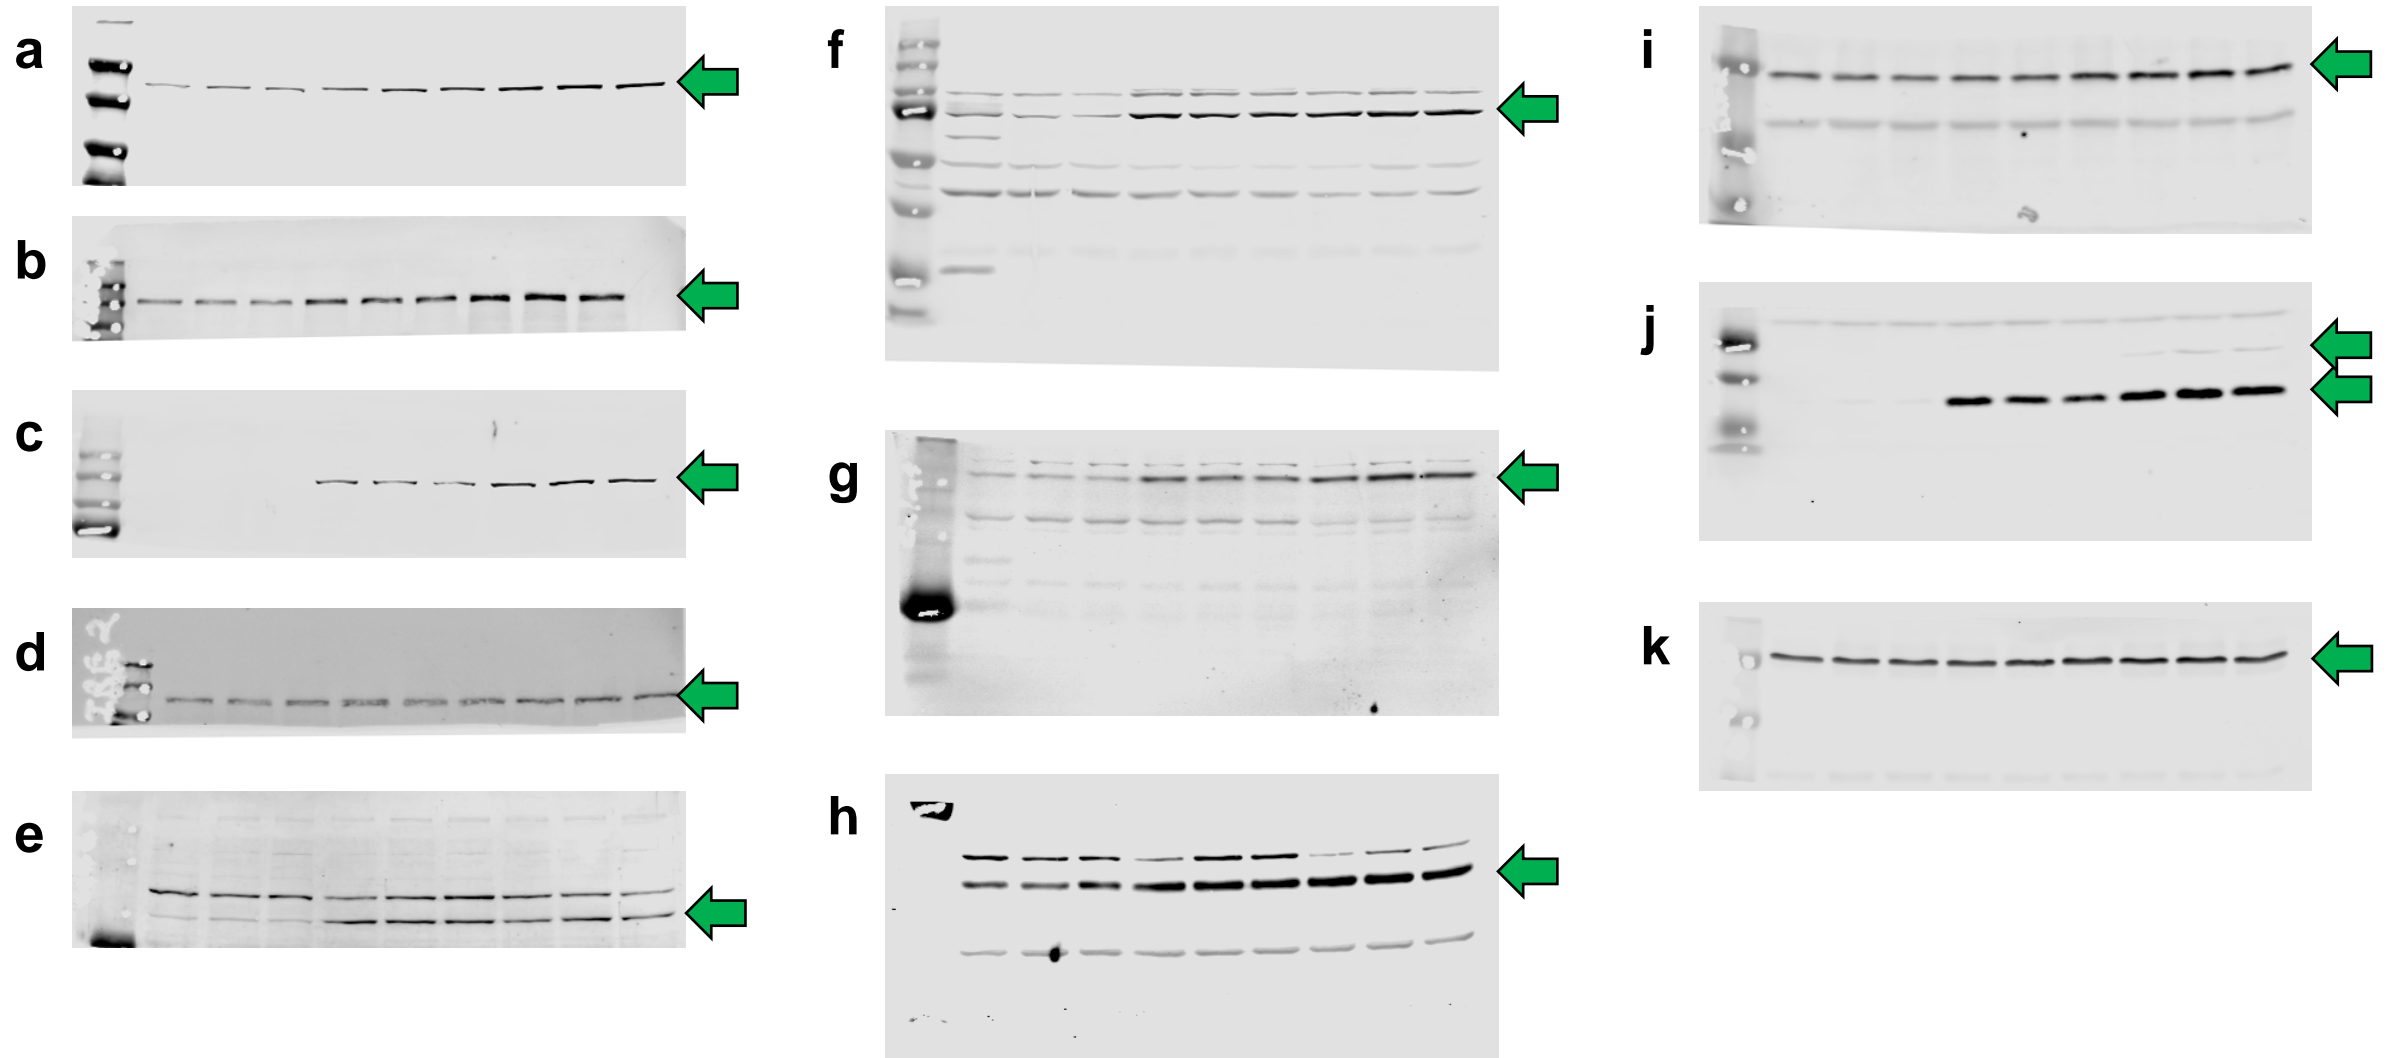

**Figure S9. Uncropped images of immunoblots from Figure 3.** Immunoblots of (a) Ugg1, (b) PERK, (c) Hyou1, (d) IRE1, (e) Hsp90b1, (f) BiP, (g) calreticulin, (h) Herpud1, (i) Eif2α, (j) ARMET, and (k) β-tubulin from Fig. 3c. In all cases bands of interest are marked with a green arrow. In some cases, membranes were cut prior to immunoblotting. Panels **S9a-e** represent the top part of the membrane. Panels **S9g-k** represent the bottom part of the membrane.

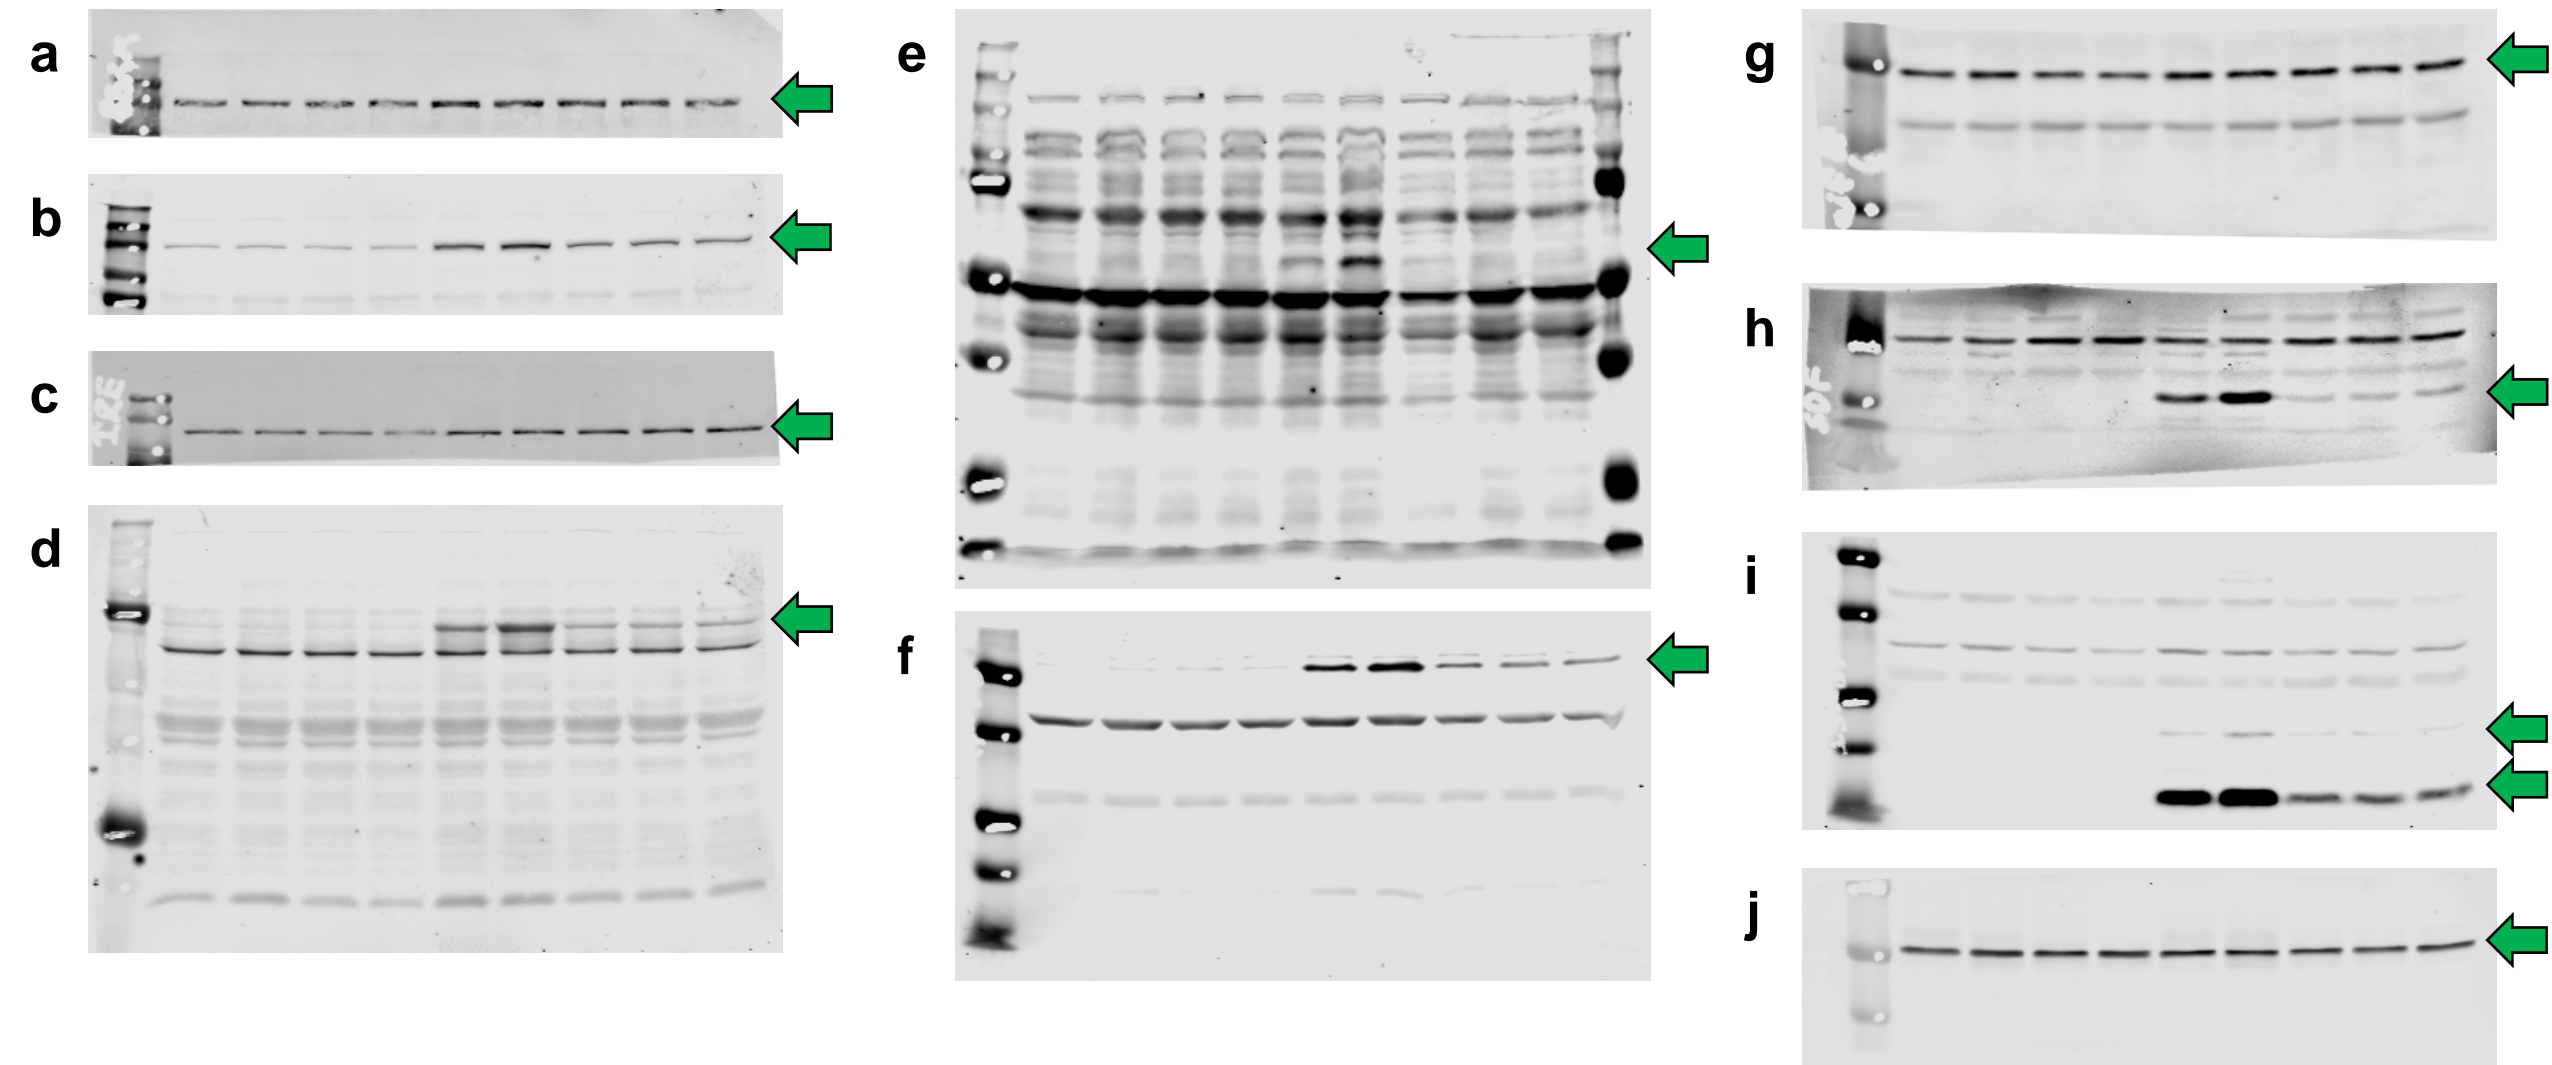

**Figure S10. Uncropped images of immunoblots from Figure 4.** Immunoblots of (a) PERK, (b) Hyou1, (c) IRE1, (d) BiP, (e) ATF6α p50, (f) calreticulin, (g) Eif2α, (h) Sdf2l1, (i) ARMET, and (j) β-tubulin from Fig. 4b. In all cases bands of interest are marked with a green arrow. In some cases, membranes were cut prior to immunoblotting. Panels **S10a-c** represent the top part of the membrane. Panels **S10f-j** represent the bottom part of the membrane.

| Genotype                    | Fold change (TAC vs Sham) |      |      |       |
|-----------------------------|---------------------------|------|------|-------|
|                             | Genes Tested              |      |      |       |
|                             | ANF                       | BNP  | Myh6 | Myh7  |
| WT                          | 12                        | 2.33 | 0.48 | 4.7   |
| <i>Atf6</i> <sup>-/-</sup>  | 13.4                      | 4.39 | 0.82 | 5.18  |
| <i>Atf6b</i> <sup>-/-</sup> | 5.32                      | 5.57 | 0.7  | 180.1 |

**Table S1. Hypertrophic marker gene analysis.** mRNA fold change of atrial natriuretic factor (ANF), brain natriuretic peptide (BNP),  $\alpha$ -myosin heavy chain (Myh6) and  $\beta$ -myosin heavy chain (Myh7) measured via qPCR from control, *Atf6*<sup>-/-</sup>, or *Atf6b*<sup>-/-</sup> hearts after 2 weeks of TAC vs a sham surgery. All values are relative to sham, which was set to 1 for each mRNA analyzed.

| Fold Upregulation |                  |                 |                                         |
|-------------------|------------------|-----------------|-----------------------------------------|
| Gene              | ATF6 $\alpha$ TG | ATF6 $\beta$ TG | Function                                |
| Atf6              | 3.51             | 0.0891          | ATF6 arm of UPR                         |
| Atf6b             | 0.836            | 29.1            | ATF6 arm of UPR                         |
| Derl3             | 1450             | 210             | ERAD component                          |
| Herpud1           | 2.17             | 3.39            | ERAD component                          |
| Hsp90b1           | 4.62             | 2.67            | Chaperone, ERAD component               |
| Syvn1             | 2.98             | 2.78            | E3 ligase, ERAD component               |
| Dnajb9            | 2.2              | 5.63            | Chaperone, ERAD component               |
| Fkbp7             | 2.42             | 6.15            | PPlase, chaperone                       |
| Sel1l             | 4.66             | 3.46            | ERAD component                          |
| Uggt1             | 5.68             | 7.99            | Glucosyltransferase, ER quality control |
| Xbp1              | 2.37             | 2.33            | IRE1 arm of UPR                         |

**Table S2. mRNA levels from hearts of ATF6 $\alpha$ -cn versus ATF6 $\beta$ -cn.** mRNA fold change from hearts of selected genes taken from shared microarray GO categories from 8 week-old (4 weeks off DOX) ATF6 $\alpha$ -cn or ATF6 $\beta$ -cn transgenic mice vs. Wt control hearts.

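On the arrays, all 9 genes of this table other than Atf6 and Atf6b rose in ATF6β-cn at an adjusted p under 0.05 from limma, and 4 rose in ATF6α-cn (Derl3, Hsp90b1, Sel1l and Fkbp7); 9 passed in each line when adjusted over the list alone. The study chose these genes from the arrays, so the counts are not independent evidence. Derl3, a Derlin of the ERAD machinery, had a log2 signal of 4.91 ± 0.08 (SD, n = 2 arrays) in control, 11.10 ± 0.30 (SD, n = 2) in ATF6α-cn and 7.15 ± 0.18 (SD, n = 2) in ATF6β-cn, that is 73.1-fold and 4.72-fold (adjusted p = 3.64e-05 and 0.00487 from limma), and its control signal was not told from background. Hsp90b1 was 6.55-fold higher in ATF6α-cn and 2.95-fold in ATF6β-cn, and Sel1l, which holds the Hrd1 ubiquitin ligase complex together, 5.43-fold and 3.36-fold (adjusted p = 0.0137 and 0.0225 from limma). Fkbp7 was 3.54-fold higher in ATF6α-cn and 9.71-fold in ATF6β-cn (adjusted p = 0.0238 and 3.53e-04 from limma). The other 5 passed over all genes in ATF6β-cn alone: Dnajb9, an ER cochaperone, was 7.69-fold higher there and 2.28-fold in ATF6α-cn, Uggt1 4.92-fold and 2.40-fold, Herpud1 2.95-fold and 2.14-fold, Syvn1 (the Hrd1 ligase) 2.94-fold and 2.46-fold, and Xbp1 2.38-fold and 2.26-fold. The standard errors of the log2 fold changes of the 9 genes lay between 0.22 (Xbp1) and 0.28 (Syvn1). In the direct test between the lines Dnajb9 was higher in ATF6β-cn (log2 difference 1.75, adjusted p = 0.0348 from limma), as was Fkbp7, and Derl3 was lower. With 1 array left out, the number of the 9 genes called in ATF6β-cn was 4 without control replicate 1, 5 without control replicate 2, 8 without either ATF6α-cn array and 3 without either ATF6β-cn array, and in ATF6α-cn it was 3 without control replicate 2 and 2 without any other array.

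**Figure D2:**
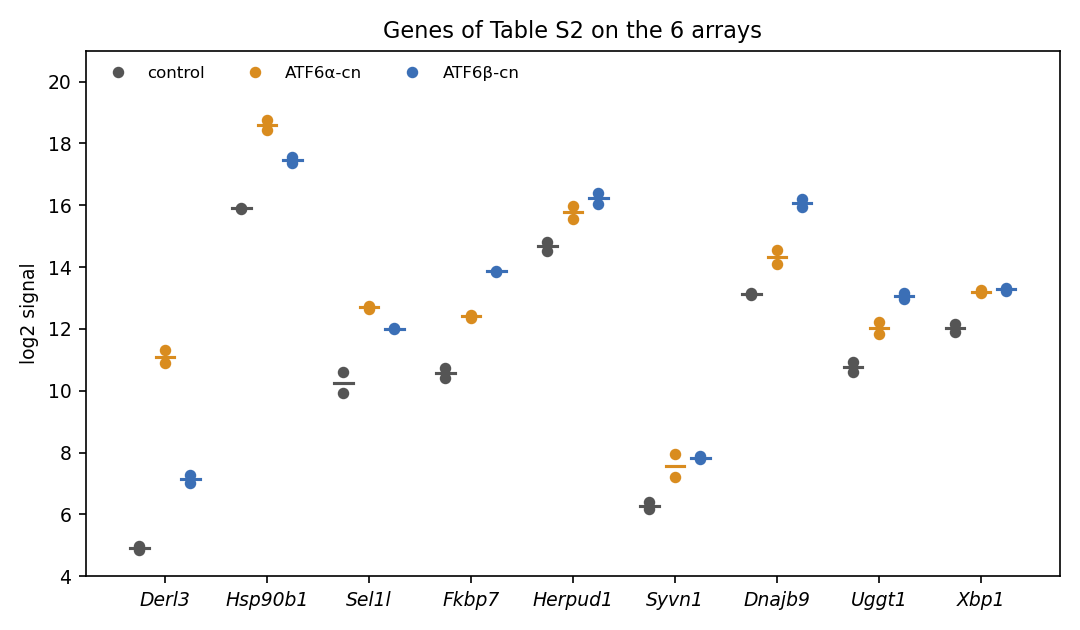
Log2 signal of the 9 genes of Table S2 on each of the 6 arrays (dots, 2 per group) with the group mean (bars), for control, ATF6α-cn and ATF6β-cn ventricles. Derl3 rises from a mean of 4.91 in control to 11.10 in ATF6α-cn and 7.15 in ATF6β-cn.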

How the deposited data were processed for this re-analysis (not part of the article)

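RNA from the ventricles of 6 mice, 8 weeks old and 4 weeks without DOX, was measured on Affymetrix Clariom S mouse arrays, 2 arrays per group: control (αMHC-tTA alone), ATF6α-cn and ATF6β-cn. The authors deposited a table of log2 signals, 1 column per array and 1 value per probe set, which they had normalized between arrays, and per the submitters' notes Affymetrix Expression Console was used, with its version, background correction and summary method not given in the sources used here. The authors also deposited a table with a signed fold change and a p-value per gene for each line against control, computed by them from the same arrays, and the paper's methods name Transcriptome Analysis Console for the comparison. The legend of Fig. 3b names Student's t-test for the array profiling; whether the deposited p-value comes from it, and whether it was adjusted, is not given in the sources used here.

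Of 28846 probe sets in the table of log2 signals, 6640 control probe sets were left out of the tests, and 22206 transcript clusters were kept with no filter on signal. Clusters that match several genes (836) or have no symbol (3) were tested and counted but were not entered into gene lists, and a gene with several clusters (132 genes) was represented by the one with the highest mean signal, which left 21154 genes. Of 618 genes in the fixed lists 595 were measured, 6 of them through a synonym of their symbol. The groups were compared in R 4.3.3 with limma 3.58.1 by a linear model with 1 mean per group and moderated variances (3 residual and 5.63 prior degrees of freedom), and p was adjusted by the Benjamini-Hochberg method in each comparison. The comparisons were ATF6α-cn against control, ATF6β-cn against control and ATF6β-cn against ATF6α-cn. Arrays give no read depth, and their number limits the precision. With 2 arrays per group no test for a single outlying array and no recount over other splits of the arrays was made.

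Gene lists (41 tested) were tested with camera of limma at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists. No list passed at an estimated correlation in any comparison, so failing there does not show that a list did not shift. The overlap between the lines was set against independent lists of the same size (one-sided Fisher's exact test) and against 100 simulations in which the groups do not differ and share the control arrays. Reactome pathways of 10 to 300 genes (pathway file of fgsea 1.28.0) were tested by a one-sided Fisher's exact test against the 6603 measured genes with an annotation. The calculation was tested on simulated data with 200 changed clusters, in which changes by a log2 fold of 2 or 4 up, and of 2 down, were all called, with 13 unchanged clusters called in the comparison of ATF6α-cn with control and 18 in that of ATF6β-cn with control. In the data the smallest log2 fold change called up was 1.72 in ATF6α-cn and 1.14 in ATF6β-cn, so the simulated rates cannot be taken as those of the data.

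The genes named are those the paper names for these arrays, in Table S2, Fig. 1e, Fig. 3c and Table S1 (the Table S2 values had been seen), the 10 with the largest rise and the 10 with the largest fall among called genes with non-overlapping arrays in each comparison, and from each list up to 4 members that pass and up to 2 that do not pass, by the size of their change. Other genes named are marked as chosen after their values were seen. A gene that the rule would name is not reported here.

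Alternatives tried were quantile normalization, centring of each array on the same median, removal of dim probe sets, a trend in the variance with a robust fit, array weights, the replicate number as a block, a fit on the 4 arrays of a comparison alone, each array left out, Student's t-test (named in the legend of Fig. 3b, and in the methods for qPCR) with and without adjustment, unadjusted p, the authors' deposited p-values with and without adjustment, and the fold alone. Added after the data were seen were counts by the authors' deposited fold changes, with or without their p-values, and lists that include clusters shared by several genes. Gene Ontology categories, raw array images, protein blots and physiological measures were not analysed here, and no term for sex was fitted since all arrays show Y-linked signal.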

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

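The tests of background signal, atrial tissue, a stronger response and the share of genes still called after quantile normalization were set before their results were seen; the 3 tests of mislabelling and those of probe position, transgene strength (both), other cells, the share of genes above the dim level, the size left after quantile normalization and collection time were chosen after results were seen.

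Atf6 signal was not raised in ATF6α-cn, whose mice carry an Atf6 transgene. A mislabelled array is argued against, since the genes called up without ATF6α-cn replicate 1 (10 genes) or replicate 2 (9 genes) were higher on the array left out than on the higher control array by a median of at least 4.26 on the log2 scale, and since none of the 4 transgenic arrays had an Atf6 signal above the 13.09 of control replicate 1; the same margin was 0.12 over all 26 ER chaperones, which decided nothing, and 0.99 over the 9 other genes of Table S2, which cannot count because the study chose them from these arrays. Signal at background is argued against by an Atf6 mean that lies 7.65 above the level told from background. Probes outside the transgene part of the message remain a candidate explanation, which was not tested, since the probe positions were not examined. The upper 95% limit of the Atf6 log2 fold change is 0.35, below the 1.81 of the paper's fold for Atf6 message by qPCR, which only restates the pattern. No biological explanation was tested.

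The direct comparison of the lines called 49 clusters higher and 11 lower in ATF6β-cn, with Atf6b at 5.89, Hsbp1l1 at 5.14, Pak3 at 4.70, Cd24a at 4.28 and Pdk3 at 3.93 on the log2 scale, and Slc24a5 at −6.14, Derl3 at −3.95 and Ube2c at −2.23. Derl3 and Slc24a5, raised in ATF6α-cn, were lower in ATF6β-cn whichever 1 array was left out. For these clusters that argues against a stronger ATF6β-cn transgene alone. The limit of this test, at least 2 such clusters, was set after both had been seen and equals the number found. It therefore decides nothing for the whole difference. Of the 17 shared clusters 10 had the higher fold in ATF6α-cn, which decides nothing. The 17 are most of the 21 clusters up in ATF6α-cn, so their choice favours high folds in that line. For the 49, transgene strength stays open. Only 1 gene that rose in both lines, Derl3, passed the direct test as higher in ATF6α-cn, and the ER chaperone and COPII lists lean to ATF6β-cn (median difference 0.28 and 0.37). The levels of the transgenes cannot be compared on these arrays. Cells of another type are argued against as a whole cause by the cell type lists, of which the highest median difference was 0.32, for 17 fibroblast and matrix markers. Normalization of dim signals stays open for the 49. Of them 85.7% (42) lay above the dim level in ATF6α-cn, the lower line, and 7 below it. That level, 5.03, lies under the median of the negative control probe sets on the ATF6α-cn arrays (5.46 and 5.48). Lying above it therefore does not show a signal clear of background. Quantile normalization left 99.3% of the median difference and 63.3% of the calls (31 of 49), which decides nothing, since it moved the median of all genes only from 0.0028 to −0.0050. A difference in what the factors do remains open and untested.

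ATF6α-cn replicate 2 stood apart in fetal and clock genes, with log2 signals of 14.53 for Nppb, 18.49 for Nppa, 7.48 for Arntl and 15.56 for Dbp, against 11.43 to 12.20, 15.51 to 17.25, 5.15 to 6.46 and 16.47 to 16.74 on the other 5 arrays. The immediate early list was also highest on this array (median 1.71, against at most 1.11). Its medians also lay apart within the other groups, at −0.38 and 0.38 on the control arrays and 0.36 and 1.11 on the ATF6β-cn arrays. The pattern tested here did not include that list. Atrial tissue would raise atrial and conduction markers, but their median on this array differed by −0.52 from the highest of the other 5 arrays. A stronger response to the transgene is argued against: of the 17 clusters shared by the lines 15 were lower on replicate 2 than on replicate 1 and 0 were higher by more than 0.5, with a median difference of −0.33, and of the fixed lists the Table S2 genes (median 1.12 on replicate 2 and 1.67 on replicate 1) and the Fig. 3c genes (1.06 and 1.46) were lower on replicate 2, while ER chaperones (0.70 and 0.44) and sensors of the unfolded protein response (0.40 and 0.19) were higher by less than 0.5. Another time of collection may account for the clock genes: an index of clock genes not looked at before lay 0.556 outside the range of the other 5 arrays, between the limits set for either answer, and a first version that held clock genes already seen gave 1.47 and cannot count. With 2 arrays in the group, the array cannot be told apart from ordinary variation between mice.

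In ATF6β-cn 68 clusters were called down, which the paper does not discuss. Negative control probe sets were higher by a median of 0.42 in ATF6α-cn and 0.39 in ATF6β-cn than in control. Background probe sets differed by −0.08 and −0.12. Of the clusters up at least 2-fold in both lines, 4 lie outside the fixed lists of ER genes.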

How the results depend on the processing

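The counts by the authors' deposited fold alone and by its fold with p for Reactome, and lists that include clusters shared by several genes, were chosen after the data were seen; the other alternatives were set in advance. Array weights and centring left each of 16 comparison results within 1.5 times its value, and no result that passed changed direction under any alternative run. Of 632 results for named genes, 618 kept their direction and call after quantile normalization, 629 after centring, 631 with array weights, 566 with a trend in the variance (66 more passed) and between 541 and 572 with 1 array left out. The genes called were 21 in ATF6α-cn, 244 in ATF6β-cn and 60 between the lines. Quantile normalization gave 38 between the lines, all among the 60. Removal of dim probe sets gave 389 in ATF6β-cn and 93 between the lines, over fewer genes tested. A trend in the variance with a robust fit gave 61, 686 and 257, with 54 and 296 up at least 2-fold, 44 in both lines and 8 genes of Table S2 in both, and Atf6 at −0.97 in ATF6β-cn passed (adjusted p = 0.0148 by limma). The replicate block, although the numbers do not pair the mice (deviations of equally numbered arrays from their group means correlate at 0.00948, 0.0194 and −0.0237), gave 27 between the lines and 2 genes of Fig. 3c in both lines. The fit on only the 4 arrays of a comparison gave 13 in ATF6α-cn, all up at least 2-fold, 36 between the lines, 10 in both lines, and 2 genes each of Table S2 and Fig. 3c. Student's t-test, named in the legend of Fig. 3b, gave unadjusted 1522, 2266 and 1633, with 102 and 274 up at least 2-fold and 54 in both lines, and Atf6 at −0.97 in ATF6β-cn passed; adjusted by the Benjamini-Hochberg method it gave 0, 0 and 0, with 0 and 0 up at least 2-fold and 0 in both, and Atf6b at 6.12 in ATF6β-cn no longer passed. Unadjusted p from limma gave 1981, 3077 and 2147, with 204 and 435 up at least 2-fold and 92 in both, and Atf6 at −0.97 in ATF6β-cn passed. The authors' deposited p, unadjusted, gave 1767 and 3024, with 227 and 430 up at least 2-fold and 79 in both, and Atf6 at −0.95 in ATF6β-cn passed; adjusted, it gave 10 in ATF6α-cn, 10 up at least 2-fold and 8 in both. The fold alone gave 220, 444 and 100 up at least 2-fold, and the authors' deposited fold alone 259, 439 and 90. Of the lists, 16 passed camera in ATF6α-cn, 14 in ATF6β-cn and 11 between the lines; 0, 0 and 0 passed with the estimated correlation, and fry passed 4 in ATF6α-cn, 14 in ATF6β-cn and 0 between the lines. A fall in ATF6α-cn passed in 2 clusters with the trend in the variance and in 1 with the replicate block, and in 0 with Student's t-test adjusted (843 unadjusted). Of Reactome pathways 2 passed by fold alone and 2 by the authors' deposited fold and p. With 1 array left out, where a lone array is assumed to vary like the other groups, the calls ranged from 9 to 13 in ATF6α-cn, 41 to 190 in ATF6β-cn and 9 to 36 between the lines; genes up at least 2-fold from 9 to 13, 41 to 146 and, in both lines, 6 to 10; Table S2 genes in both lines from 0 to 2 and Fig. 3c genes from 1 to 2; the correlation of the lines from 0.467 to 0.671; lists past camera from 8 to 16, 12 to 16 and 7 to 12; and Atf6b in ATF6α-cn from −0.028 to 0.51. Apart from fewer genes or arrays, the cause of these changes was not tested. A term for sex was not run, since all 6 arrays show Y-linked signal. Genes whose control signal lies under the level told from background have a fold of uncertain size.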

Differences from the paper's values

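The paper gives qPCR fold changes of message in Table S2 for 11 genes in each line, 22 values, and 8 of them differ from the folds on the arrays by more than 1.5 times and by more than the spread between replicates (SD); it states no error for them there, and names wild type hearts as the control, where the arrays' control mice carry the tTA driver. For Atf6 in ATF6α-cn the paper's value is 3.51-fold and the array value 0.881-fold, and in ATF6β-cn the paper's value is 0.0891-fold and the array value 0.510-fold. For Atf6b in ATF6β-cn the paper's value is 29.1-fold and the array value 69.8-fold. For Derl3 the paper's values are 1450-fold in ATF6α-cn and 210-fold in ATF6β-cn, and the array values 73.1-fold and 4.72-fold; the control signal of Derl3 was not told from background, so the size of these array folds is uncertain. For Fkbp7 in ATF6β-cn the paper's value is 6.15-fold and the array value 9.71-fold. For Uggt1 the paper's values are 5.68-fold in ATF6α-cn and 7.99-fold in ATF6β-cn, and the array values 2.40-fold and 4.92-fold. Of the alternatives set before the data were examined, leaving out control replicate 1 brings Fkbp7 in ATF6β-cn to 8.72-fold and leaving out control replicate 2 brings Uggt1 in ATF6β-cn to 5.55-fold, within 1.5 times the paper's values; under the others these values differ, and the other 6 differ under all alternatives that give a fold. Some values that did not differ came to differ with 1 array left out. Among them, in ATF6α-cn, were Fkbp7 at 3.94-fold without control replicate 2 and 3.67-fold without ATF6α-cn replicate 2, and Hsp90b1 at 7.34-fold without ATF6α-cn replicate 2. Without ATF6α-cn replicate 1, Syvn1 was at 1.89-fold and Atf6b at 1.42-fold in that line. In the authors' deposited table, compared after the values were seen, Derl3 is at 85.11-fold and 3.22-fold, Fkbp7 at 9.39-fold in ATF6β-cn and Uggt1 at 2.45-fold and 4.93-fold.

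In direction, 20 of the 22 values go the same way as the paper's. The exceptions are Atf6 in ATF6α-cn, where the paper gives a rise and the array log2 fold change is −0.18, and Atf6b in ATF6α-cn, where the paper's value lies below control and the array log2 fold change is 0.24, which did not pass. The line with the higher fold is the same in 7 of the 9 genes other than Atf6 and Atf6b; for Syvn1 and Xbp1 the paper's fold is the higher in ATF6α-cn, and the array fold is 2.46 in ATF6α-cn and 2.94 in ATF6β-cn for Syvn1 and 2.26 and 2.38 for Xbp1, with no difference between the lines that passed.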

Other observations

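The tests of the gene lists here were set before their results were seen, and the choice to describe some lists at length was made after. Of 26 genes of oxidative phosphorylation none passed singly by limma in either line (7 down in ATF6β-cn when adjusted over the list alone), yet none had a positive log2 fold change in ATF6β-cn and 1 had in ATF6α-cn, with medians of −0.46 and −0.23 (adjusted p = 8.50e-09 and 1.47e-03 by camera of limma, and adjusted p = 0.393 and 0.558 with an estimated correlation). Of 26 genes of fatty acid oxidation none passed by limma (3 down in ATF6β-cn when adjusted over the list alone), and the medians were −0.30 in ATF6α-cn (adjusted p = 8.27e-04 by camera of limma, and adjusted p = 0.323 with an estimated correlation) and −0.16 in ATF6β-cn (adjusted p = 0.244). Of 9 fetal and hypertrophic genes 1 rose in ATF6β-cn, Fhl1, a sarcomere-associated LIM protein (log2 fold change 1.41; no gene of the list without either control array or without either ATF6β-cn array), 1 gene passed in ATF6α-cn without ATF6α-cn replicate 1, and Nppa, which encodes atrial natriuretic peptide, was at 2.18 in ATF6α-cn and 1.57 in ATF6β-cn without passing; the medians were 0.58 and 0.48 (adjusted p = 3.13e-03 and 0.0574 by camera of limma, and adjusted p = 0.526 and 0.549 with an estimated correlation). The median of this list in ATF6α-cn rests on replicate 2 (0.85, against −0.0065 on replicate 1), and without that array the list no longer passed (adjusted p = 0.347 by camera of limma), nor did oxidative phosphorylation in ATF6α-cn (adjusted p = 0.176). The β-myosin gene Myh7 was at −0.05 and 0.48, Thbs4 at −0.03 and −0.20 and Stim1 at 0.10 and 0.09. Nppa had a higher log2 signal on every transgenic array (16.89 to 18.49) than on both control arrays (15.52 and 15.51). Of 10 immediate early genes none passed by limma, and the medians were 1.15 and 0.72 (adjusted p = 2.16e-06 and 3.58e-03 by camera of limma, and adjusted p = 0.526 and 0.526 with an estimated correlation), with the higher list median on replicate 2 in every group (−0.38 and 0.38 on the control arrays, 0.50 and 1.71 on the ATF6α-cn arrays and 0.36 and 1.11 on the ATF6β-cn arrays).

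Of 17 fibroblast and matrix markers none passed by limma (5 up in ATF6β-cn when adjusted over the list alone), and the medians were 0.44 in ATF6α-cn and 0.61 in ATF6β-cn (adjusted p = 0.0118 and 4.78e-05 by camera of limma, and adjusted p = 0.558 and 0.393 with an estimated correlation). Of 13 endothelial markers the median was 0.27 in ATF6α-cn and −0.16 in ATF6β-cn, with a difference between the lines of −0.32 (adjusted p = 6.93e-03, 0.960 and 0.0255 by camera of limma, and adjusted p = 0.526, 0.977 and 0.622 with an estimated correlation). In ATF6α-cn the 5 Schwann cell markers had a median of −0.42 (adjusted p = 0.0343 by camera of limma, and adjusted p = 0.526 with an estimated correlation), the 11 genes of ER stress-linked cell death 0.17 (adjusted p = 0.0343, and adjusted p = 0.389 with an estimated correlation) and the 15 ribosomal proteins −0.16 (adjusted p = 0.0397, and adjusted p = 0.558 with an estimated correlation), and in ATF6β-cn none of these passed camera, with medians of −0.24, 0.11 and 0.08. Between the lines the ribosomal proteins were higher in ATF6β-cn by 0.28 (adjusted p = 0.0189 by camera of limma, and adjusted p = 0.622 with an estimated correlation), as were ER chaperones by 0.28 (adjusted p = 7.65e-04, and adjusted p = 0.513), disulfide isomerases by 0.16 (adjusted p = 0.0376, and adjusted p = 0.513), unfolded protein response sensors by 0.31 (adjusted p = 0.0376, and adjusted p = 0.513), N-glycosylation by 0.18 (adjusted p = 6.23e-04, and adjusted p = 0.411), translocation by 0.16 (adjusted p = 1.51e-03, and adjusted p = 0.513) and COPI genes by 0.21 (adjusted p = 1.50e-04, and adjusted p = 0.444). The sensor list holds Atf6b, the transgene of ATF6β-cn, so its difference between the lines does not count apart from the transgene. Proteasome subunits (−0.17, adjusted p = 0.0376 by camera of limma, and adjusted p = 0.622 with an estimated correlation) and oxidative phosphorylation (−0.22, adjusted p = 7.65e-04, and adjusted p = 0.622) were lower in ATF6β-cn than in ATF6α-cn. With 1 array left out, the calls by camera in ATF6α-cn ended for fibroblast and endothelial markers without control replicate 1 or ATF6α-cn replicate 2, for Schwann cell markers without control replicate 2 or ATF6α-cn replicate 2, and for cell death genes and ribosomal proteins without any control or ATF6α-cn array; that for immediate early genes in ATF6β-cn ended without control replicate 1 or ATF6β-cn replicate 2. Between the lines the calls for ER chaperones, N-glycosylation, translocation, COPI and COPII held whichever 1 array was left out, and the other calls ended without at least 1; those for disulfide isomerases (adjusted p = 0.173 by camera of limma) and proteasome subunits (adjusted p = 0.0567) also ended with clusters shared by several genes entered into the lists.

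By the fry test of limma, hexosamine synthesis passed in ATF6α-cn and ATF6β-cn (adjusted p = 0.0341 and 0.0124). Sarcomere genes (adjusted p = 0.0233 by fry) and glycolysis (adjusted p = 0.0336 by fry) passed it in ATF6β-cn. These and the other lists that follow did not pass camera in either line. Their medians in ATF6α-cn and ATF6β-cn were 0.27 and 0.54 for hexosamine synthesis, −0.12 and −0.04 for glycolysis, −0.06 and −0.01 for antioxidant enzymes, 0.13 and 0.06 for cholesterol and fatty acid synthesis, −0.16 and −0.10 for cytosolic and mitochondrial heat shock proteins, −0.15 and 0.01 for autophagy and ER-phagy, −0.03 and 0.43 for thrombospondins, 0.06 and −0.30 for cell cycle genes and −0.14 and 0.12 for circadian clock genes, with no gene past the threshold by limma in any of them. Medians were 0.02 and −0.07 for smooth muscle and pericyte markers, 0.00 and 0.14 for leukocyte markers, −0.15 and −0.25 for erythroid markers, −0.10 and −0.17 for adipocyte markers, −0.09 and 0.01 for atrial and conduction markers, 0.15 and −0.05 for epicardial markers and −0.12 and −0.34 for sex-linked genes, again with no gene past the threshold. Of 10 sarcomere genes (medians 0.00 and −0.02) Tnnc1 fell in ATF6β-cn, of 14 genes of calcium handling and repolarization (−0.05 and 0.00) Kcnip2 fell, of 12 interferon response genes (−0.01 and −0.19) Ifit1 fell (−1.15), none of which passed whichever 1 array was left out, and of 14 phospholipid synthesis genes (0.02 and −0.01) Chka rose in ATF6α-cn, though with any 1 array left out it did not.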
